# Transcriptome Profiling of the Hippocampal Seizure Network Implicates a Role for Wnt Signaling during Epileptogenesis in a Mouse Model of Temporal Lobe Epilepsy

**DOI:** 10.3390/ijms231912030

**Published:** 2022-10-10

**Authors:** Muriel D. Mardones, Kunal Gupta

**Keywords:** hippocampus, mechanisms, adult hippocampal neurogenesis, translational research, epilepsy, Wnt signaling, neuroinflammation

## Abstract

Mesial temporal lobe epilepsy (mTLE) is a life-threatening condition characterized by recurrent hippocampal seizures. mTLE can develop after exposure to risk factors such as febrile seizure, trauma, and infection. Within the latent period between exposure and onset of epilepsy, pathological remodeling events occur that contribute to epileptogenesis. The molecular mechanisms responsible are currently unclear. We used the mouse intrahippocampal kainite model of mTLE to investigate transcriptional dysregulation in the ipsilateral and contralateral dentate gyrus (DG), representing the epileptogenic zone (EZ) and peri-ictal zone (PIZ). DG were analyzed after 3, 7, and 14 days by RNA sequencing. In both the EZ and PIZ, transcriptional dysregulation was dynamic over the epileptogenic period with early expression of genes representing cell signaling, migration, and proliferation. Canonical Wnt signaling was upregulated in the EZ and PIZ at 3 days. Expression of inflammatory genes differed between the EZ and PIZ, with early expression after 3 days in the PIZ and delayed expression after 7–14 days in the EZ. This suggests that critical gene changes occur early in the hippocampal seizure network and that Wnt signaling may play a role within the latent epileptogenic period. These findings may help to identify novel therapeutic targets that could prevent epileptogenesis.

## 1. Introduction

Epilepsy is a common neurological disorder that afflicts 1–2% of the U.S. population; the most common form of adult focal epilepsy is mesial temporal lobe epilepsy (mTLE), which is medically refractory in 40% of patients [1,2,3,4]. In many cases, an inciting event or risk factor (e.g., febrile seizure, trauma, infection) can be identified prior to the onset of clinical epilepsy [5,6,7,8,9]. The process of epileptogenesis, which occurs in this latent period, is characterized by pathological remodeling of the hippocampus, specifically the dentate gyrus. Critically, rodent models of epilepsy recapitulate important aspects of human mTLE, such as mesial temporal sclerosis, hippocampal dentate granule cell dispersion, dentate granule cell mossy fiber sprouting, and the loss of hippocampal hilar and pyramidal neurons [10,11,12,13]. Furthermore, induction of a single episode of status epilepticus (SE) by a variety of established methods in these rodent models typically results in acquisition of epilepsy within two weeks [14,15,16], affording a unique opportunity to investigate the earliest stages of epileptogenesis in vivo.

It is increasingly well recognized that the epileptic brain develops established seizure propagation pathways that predispose one to recurrent seizures [17,18,19], and persistence of these epileptic circuits after surgery may be responsible for delayed surgical failures [20,21]. The molecular mechanisms responsible for epileptogenesis and seizure network formation represent unique therapeutic targets that might prevent epileptogenesis after a neurological insult and may even improve the efficacy of clinical interventions. As a result, prior studies have sought to investigate transcriptomic and proteomic changes in human and animal models of epilepsy [22,23,24,25,26,27]; several studies have indeed focused on the dentate gyrus as one of the key sites in mTLE epileptogenesis [22,23,26]. These studies and others have contributed significantly to our understanding of epilepsy-specific gene expression changes, implicating specific molecular pathways including MAPK, NMDA-receptor-mediated excitotoxicity, CaMK, mTor, and Wnt [22,25,27,28]. These previous studies, however, have not examined differences between the ictal/epileptogenic zone and peri-ictal regions of the seizure network at serial time-points during epileptogenesis.

There is growing evidence that the Wnt pathway may provide some of the key early signaling events during epileptogenesis [29,30,31,32]. The Wnt pathway encompasses a family of 19 secreted Wnt protein ligands, which bind a family of 10 membrane frizzled receptors and co-receptors; these signal to downstream canonical beta-catenin-dependent and non-canonical planar cell polarity and calcium pathways. The canonical Wnt pathway is activated by the binding of Wnt ligands to a frizzled receptor and the LRP5/6 co-receptor; this results in recruitment of the beta-catenin destruction complex to the plasma membrane, allowing nuclear translocation of beta-catenin and activation of transcription factors TCF/LEF1. The planar cell polarity (PCP) non-canonical Wnt pathway signals through c-Jun N-terminal kinase (JNK) via Rho and Rac GTPases, and the calcium non-canonical Wnt pathway results in the activation of calmodulin-dependent protein kinase II (CaMKII), calcineurin, and protein kinase C (PKC), via phospholipase C signaling [33]. Under physiological conditions, Wnt signaling has been implicated in neurogenesis and dendrite formation in the adult rodent hippocampus [34,35,36,37,38]. More recently, the canonical Wnt pathway has also been implicated under pathophysiological conditions during epileptogenesis, affecting pro-epileptogenic neuronal remodeling and neurogenesis in the hippocampal dentate gyrus [30,39,40]. As yet, the specific role of Wnt signaling in epileptogenesis remains to be determined.

In this study, we used the adult mouse intrahippocampal kainate model of focal mesial temporal lobe epilepsy and performed transcriptome profiling of the hippocampal dentate gyrus. Our use of this model provides a unique opportunity to examine transcriptional dysregulation in varying regions of the seizure network. It has been demonstrated that the contralateral dentate gyrus also undergoes pathological remodeling in this model, and it is well recognized that the contralateral hippocampus is an independent source of epileptic seizures [30,41]. We therefore investigated both the ipsilateral kainate-injected dentate gyrus, representing the epileptogenic zone, and the contralateral dentate gyrus, representing the peri-ictal zone, recognizing the role of both parts of the seizure network in maintaining epilepsy [17,18,19,30]. We selected time-points during epileptogenesis, 3 days, 7 days, and 14 days after SE, which fall within the latent period between SE and the onset of spontaneous recurrent seizures [15,22,23]. The data presented herein identify distinct patterns of differential gene expression within the seizure network, which are dynamic over the early epileptogenic period: In the epileptogenic zone, we identified early enrichment of cell signaling and delayed inflammatory processes, and in the peri-ictal zone we identified a brief early enrichment of cell signaling and inflammatory processes. We further observed that Wnt signaling was dysregulated during early epileptogenesis in both the epileptogenic zone and the peri-ictal zone. These findings provide clues as to the key dysregulatory events that may contribute to epileptogenesis, which may potentially help identify novel therapeutic targets that might be modulated to prevent the development of epilepsy.

## 2. Results

### 2.1. Mesial Temporal Lobe Epilepsy Model and Experimental Design

In the intra-hippocampal kainate model of epileptogenesis, spontaneous recurrent seizures occur 10–14 days after SE-induction [15,16]. We therefore hypothesized that critical gene expression changes that may be responsible for the development of epilepsy may occur within this latent period. To identify differentially expressed genes (DEG) at the earliest stages of epileptogenesis, we focused our investigation on the first 2 weeks after SE induction (Figure 1A). Since the dentate gyrus has been specifically implicated in temporal lobe epilepsy [10,11,12,13,42], we performed anatomical microdissection and extracted the dentate gyrus from kainate and saline-vehicle-control-injected animals for analysis as previously described [30] (Figure 1B). Time-points sampled were 3 days, 7 days, and 14 days, representing the end of SE, the period between SE and the onset of recurrent seizures, and the period near the onset of recurrent seizures, respectively [16]. It has been shown previously that immature dentate granule cells in the contralateral dentate gyrus also undergo remodeling 2 weeks after SE and, as a result, may contribute to the maintenance of the seizure network [17,18,19,30]. Therefore, transcriptional dysregulation in both the ipsilateral dentate gyrus epileptogenic zone (EZ) and the contralateral dentate gyrus peri-ictal zone (PIZ) were assessed (Figure 1A), encompassing different regions of the seizure network.

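RNA sequencing was performed on 48 dentate gyrus libraries from 24 C57Bl6/J mice, with 1 EZ library and 1 PIZ library from each mouse. The libraries formed 12 groups of 4, given by region, injection with kainate or saline, and day 3, 7 or 14 after injection. The sample records give the age of the mice as 6 to 8 weeks, and the methods give 8 to 10 weeks. The authors trimmed the paired reads, aligned them to GRCm39 and counted them on Gencode M28 genes with featureCounts, which assigned a multi-mapping read by its primary alignment. Raw counts for 55357 genes were deposited, without normalization. Library totals lay between 17762656 and 25712975 counts, with a median of 22108562. By group, the median in kainate-injected mice was 24388344 at day 3, 23341370 at day 7 and 20939537 at day 14 in the EZ. The corresponding PIZ medians were 23789679, 21848936 and 21780095. In saline-injected mice the EZ medians were 22229909, 21283809 and 20691240. Their PIZ medians were 22739793, 19887186 and 21699503. From these counts, 21390 genes passed the edgeR filter for low counts and held 99.9% of all counts. All 48 libraries entered 1 edgeR quasi-likelihood model with 12 group means and TMM normalization. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.5 in either direction, the thresholds of the paper. Errors of log2 fold changes are standard errors from this model with n = 4 mice in each group. Single-library values were compared with 2-sided exact permutation tests, for which the smallest p that 4 mice against 4 can give is 0.0286. Simulated counts of the same size were analyzed in the same way, and 90 of 97 genes changed 4-fold and 54 of 98 genes changed 2-fold were called, with 1 unchanged gene called. The simulation changed only 200 genes, drew counts independently and gave all groups the same spread. Its rates therefore do not measure power or false calls in the data. Positions are those of the Gencode M39 annotation on GRCm39.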

### 2.2. Transcriptomic Dysregulation across the Seizure Network in Early Epileptogenesis

We initially examined the relative expression of differentially expressed genes between kainate-injected epilepsy animals and saline-injected control animals between 3 to 14 days after induction of status epilepticus. 

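Comparing kainate-injected with saline-injected mice in the EZ gave 5280 DEG at day 3, of which 3439 were upregulated and 1841 downregulated. At day 7 there were 6960 DEG in the EZ, 4413 upregulated and 2547 downregulated. By day 14 the EZ count was 504, with 496 genes upregulated and 8 downregulated. This balance depended on the method, with 34 upregulated and 24 downregulated by limma-voom with quality weights, but 709 and 16 by DESeq2. In the PIZ, 1858 genes were DEG at day 3, of which 1523 were upregulated. The PIZ count was 43 at day 7, with 32 genes upregulated and 11 downregulated. At day 14 the PIZ had 3 DEG, namely Tmc6 and Igfbpl1 upregulated and Btg3 downregulated. The alternative that moved the day 3 EZ count most was a glmTreat test against a fold change of 1.5, with 2242 genes. Leaving out 1 mouse moved that count to between 3921 (without kainate mouse 38) and 5962 (without kainate mouse 44). The day 14 EZ count depended on single mice. It was 7 without kainate mouse 27, whereas it was 893, 835 and 793 without kainate mice 36, 14 and 40. Without saline mice 28, 39 and 31 it was 137, 59 and 30, and it also fell more than 4-fold without saline mouse 24. When only the 8 libraries of this comparison were modeled, no gene was a DEG at day 14 in the EZ (0 genes). In that model 1665 genes had an unadjusted p under 0.05, and with all libraries 3848 had. The day 7 PIZ count was 13, 7, 9 and 7 without saline mice 89, 33, 20 and 34. It was 33, 11, 76 and 30 without kainate mice 23, 26, 21 and 35. Over all 21390 genes, the median absolute log2 fold change was 0.395 in the EZ and 0.257 in the PIZ at day 3, 0.480 and 0.166 at day 7, and 0.175 and 0.123 at day 14.

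**Figure D1:**
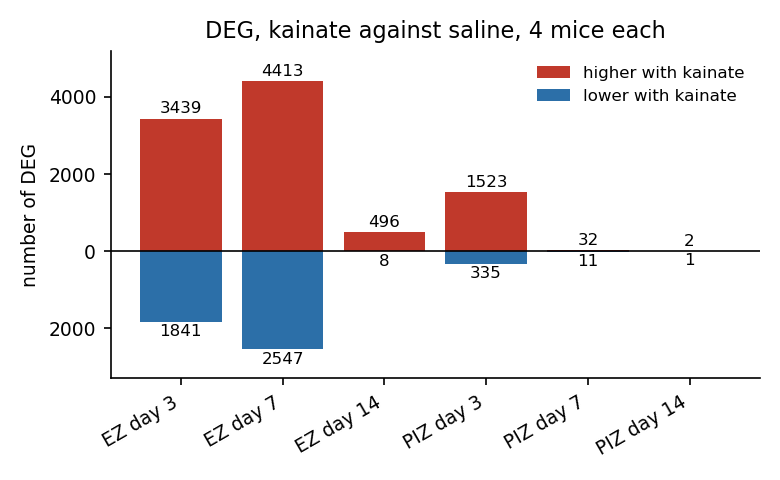
Number of upregulated and downregulated DEG in the EZ and the PIZ at 3, 7 and 14 days after status epilepticus, from kainate-injected against saline-injected mice with n = 4 per group. The largest bar is the 4413 upregulated genes of the EZ at day 7.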

In doing so, we were able to broadly assess the overall patterns of gene dysregulation over the first 2 weeks of epileptogenesis associated with both the epileptogenic zone and the peri-ictal zone. 

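The paper's text does not name the ranking behind its top 50 genes, so the 50 genes with the smallest p in the EZ at day 3 were taken. Of these, 34 were upregulated and 16 were downregulated. When the 50 genes were instead chosen by the largest absolute log2 fold change, 48 were upregulated and 2 downregulated. When they were chosen on 2 kainate-injected and 2 saline-injected mice, a median of 40 of the 50 were upregulated over 36 such choices. Single choices gave from 15 to 50 upregulated genes. Leaving out kainate mouse 38 gave 41 upregulated genes and leaving out saline mouse 18 gave 25. The smallest p among upregulated genes belonged to Hmcn2 (ENSMUSG00000055632.19, chromosome 2, 31204263 to 31350750), with a log2 fold change of 4.78 (SE 0.30, adjusted p = 1.43e-14). It was followed by Ccnf (ENSMUSG00000072082.8, chromosome 17, 24441157 to 24470458), at 1.78 (SE 0.17, adjusted p = 2.36e-09). Among downregulated genes it belonged to Gfra2 (ENSMUSG00000022103.11, chromosome 14, 71127472 to 71217280), with a log2 fold change of -2.04 (SE 0.16, adjusted p = 2.11e-11). Next came the long noncoding RNA 2900052N01Rik (ENSMUSG00000099696.7, chromosome 9, 46823892 to 46838665), at -2.32 (SE 0.19, adjusted p = 3.93e-11). All 4 kainate-injected mice lay on the same side of all 4 saline-injected mice for each of these genes (exact permutation test, p = 0.0286, which is also the share of genes for which chance gives such a separation). The genes were chosen by their p in the same libraries, so this separation adds no evidence of its own.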

The gene expression heatmap demonstrates that in the epileptogenic zone, within the top 50 DEG, 60% were upregulated (30/50) and 40% were downregulated (20/50), 3 days after SE induction (Figure 1C). This pattern was maintained, although with an overall reduction in fold-change magnitude, in the epileptogenic zone 7 days after SE induction and began to normalize 14 days after SE induction. 

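The median absolute log2 fold change of the 50 genes was 1.67 at day 3, 1.09 at day 7 and 0.23 at day 14 in the EZ. All 50 kept their direction at day 7, where 40 were DEG and 47 had a smaller change than at day 3. At day 14, 47 genes had the day 3 direction and 2 were DEG. The mean signed change per kainate library was 1.811 ± 0.236 (SD, n = 4 mice) at day 3 and 1.133 ± 0.353 (SD, n = 4) at day 7. Their difference of -0.679 exceeded the spread between mice (exact permutation test, p = 0.0286, 0.0477 after adjustment over 5 comparisons). At day 14 the mean was 0.268 ± 0.259 (SD, n = 4), and the exact test against day 7 gave the same p. The reduction from day 3 to day 7 depended on how the genes were chosen. Genes chosen by the smallest p at day 7 had a median absolute log2 fold change of 2.36 at day 7 and 1.71 at day 3, and 48 of 50 changed less at day 3. Genes chosen by the largest change at day 3 went from 5.91 to 5.40, with 29 of 50 smaller at day 7. Genes chosen on 2 kainate-injected and 2 saline-injected mice of day 3, and measured in the other mice, had a median of 2.499 at day 3 and 2.719 at day 7. Over the choices these values overlapped, from 1.831 to 3.037 and from 2.073 to 4.482. Genes chosen in this way at day 7 had 3.584 at day 7 and 2.878 at day 3, with ranges of 2.589 to 4.183 and 2.152 to 3.259. The smallest p at day 7 among upregulated genes belonged to 2810459M11Rik (ENSMUSG00000026227.12, chromosome 1, 85973531 to 85983626) and to Tor3a (ENSMUSG00000060519.12, chromosome 1, 156481183 to 156501979). Their log2 fold changes were 1.82 (SE 0.17, adjusted p = 5.84e-09) and 3.27 (SE 0.32, adjusted p = 5.84e-09). The most significant downregulated genes were Cck (ENSMUSG00000032532.8, chromosome 9, 121315695 to 121324863), at -2.13 (SE 0.19, adjusted p = 2.78e-09), and Ppp1r7 (ENSMUSG00000026275.14, chromosome 1, 93270576 to 93301211), at -0.74 (SE 0.07, adjusted p = 5.84e-09). After a correction for GC content and gene length, chosen after the data were seen, Ppp1r7 fell below the fold change threshold with a log2 fold change of -0.53.

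**Figure D2:**
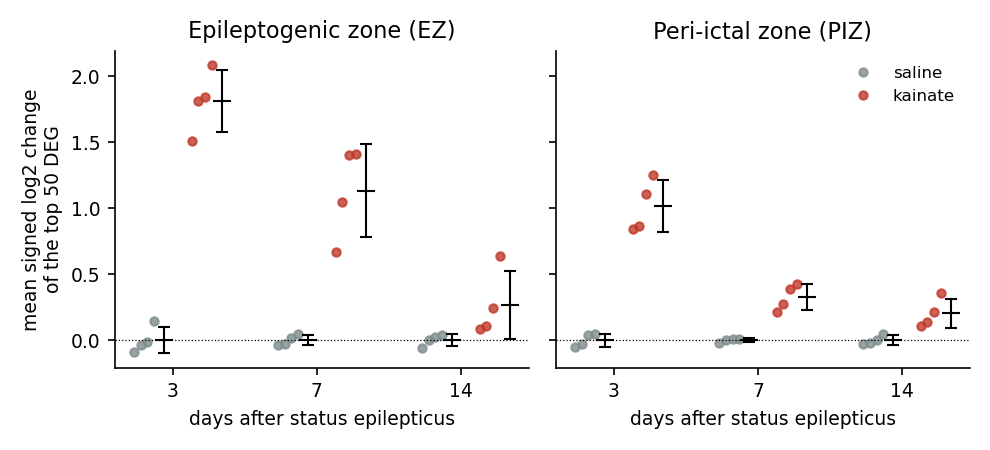
Mean signed log2 change of the 50 genes with the smallest p in the EZ at day 3, for each library of the EZ and the PIZ at 3, 7 and 14 days after status epilepticus, relative to the mean of the saline libraries of the same region and day. Dots are libraries and bars are the mean ± SD of 4 mice, such as 1.811 ± 0.236 for kainate at day 3 in the EZ.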

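In the PIZ at day 3, all 50 genes chosen in the EZ had the EZ direction, and 39 of them were also DEG there. Their median absolute log2 fold change was 0.85, smaller than in the EZ for 48 of the 50. Per kainate library the mean signed change was 1.017 ± 0.197 (SD, n = 4), which was 0.794 below the EZ mean and lower in each of the 4 mice (exact sign-flip test over mice, p = 0.125, the smallest that 4 pairs can give). The genes were chosen on these EZ values, which favors a smaller change in the PIZ. The strongest evidence for upregulation in the PIZ at day 3 was for Tmc6 (ENSMUSG00000025572.19, chromosome 11, 117656810 to 117673080), with a log2 fold change of 2.72 (SE 0.25, adjusted p = 1.53e-09). A second gene was Aldh1l1 (ENSMUSG00000030088.16, chromosome 6, 90463409 to 90577185), at 1.90 (SE 0.17, adjusted p = 1.53e-09). Among downregulated genes, Gfra2 had a log2 fold change of -1.73 (SE 0.16, adjusted p = 1.53e-09) and Btg3 (ENSMUSG00000022863.16, chromosome 16, 78129271 to 78174312) one of -1.01 (SE 0.10, adjusted p = 6.49e-09). In the EZ at the same day, Btg3 had a log2 fold change of -0.12 (SE 0.10, adjusted p = 0.307).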

When we assessed the peri-ictal zone, we observed a similar pattern of differential expression in the same subset of genes that were dysregulated in the epileptogenic zone 3 days after SE induction, although at an overall reduced fold-change magnitude. 

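The mean signed change of the 50 genes per library differed between the PIZ at day 3 and the EZ at day 7 by 0.116, less than the spread between mice. An exact permutation test of this difference gave p = 0.629. These libraries came from different mice, sampled on different days. Other choices of the 50 genes gave unequal values. Genes with the largest change at day 3 had a median absolute log2 fold change of 2.31 in the PIZ at day 3, against 5.40 in the EZ at day 7. Those with the smallest p at day 7 had 1.42 and 2.36. Those chosen on 2 kainate-injected and 2 saline-injected mice of day 3 had medians of 1.780 and 2.719.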

The magnitude of dysregulation of these top 50 genes in the peri-ictal zone 3 days after SE-induction was comparable to the levels observed 7 days after seizure induction in the epileptogenic zone. 

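The median absolute log2 fold change of the 50 genes in the PIZ was 0.27 at day 7 and 0.20 at day 14. At day 7, 43 of the 50 genes had the EZ day 3 direction and 2 were DEG. At day 14, 41 had that direction and 0 were DEG. The mean signed change per kainate library was 0.324 ± 0.098 (SD, n = 4) at day 7 and 0.204 ± 0.110 (SD, n = 4) at day 14. Both remained above the saline libraries of the same day in every mouse (exact permutation test, p = 0.0286). From day 3 to day 7 the mean per library decreased by 0.693, with the same exact p. Across all 21390 genes, 1277 had an unadjusted p under 0.05 at day 14. The 3 DEG at day 14 were Tmc6 at a log2 fold change of 1.64 (SE 0.24, adjusted p = 3.57e-04), Igfbpl1 (ENSMUSG00000035551.7, chromosome 4, 45809254 to 45826923) at 1.88 (SE 0.33, adjusted p = 0.00764) and Btg3 at -0.71 (SE 0.10, adjusted p = 2.49e-04). Without kainate mice 27, 36 or 40, or without saline mice 28, 39 or 31, Igfbpl1 had a log2 fold change of 1.85, 1.86, 1.79, 1.95, 1.56 or 1.95 and was no longer a DEG.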

In the peri-ictal zone, gene expression changes began to subside at 7 days and were normalized by 14 days after SE induction when compared to saline controls. These patterns of gene expression were also observed across the entire transcriptome (Figure 1D), and when assessed at the other sampled time points (Figure S1).

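Across all 21390 genes, the log2 fold changes in the EZ at day 3 and day 7 correlated with Pearson's r of 0.885 and Spearman's rho of 0.858. Between day 3 and day 14 in the EZ, r was 0.712 and rho was 0.638. Correlations across genes do not count replicates, since genes are not independent of each other. Of the genes that were DEG in the EZ at day 3, 99% had the same direction at day 7 and 92.3% at day 14. For the PIZ at day 3 that share was 95.7%, at day 7 it was 83.2% and at day 14 it was 69.5%. The first principal component of the 48 libraries held 56.68% of the variance and the second 5.56%.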

These data suggest that unique transcriptional dysregulation events occur within the first 2 weeks after SE induction; these may be important in the development of spontaneous recurrent seizures, which occur toward the end of this latent period. These data also suggest that some transcriptional changes are shared between the epileptogenic zone and seizure network, and that transcriptional dysregulation is of greater magnitude and prolonged in the epileptogenic zone.

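The difference between the kainate effect in the EZ and in the PIZ was tested directly for each gene. At day 3, 14 genes passed the thresholds, 8 with the larger value in the EZ and 6 with the larger value in the PIZ. Both libraries came from the same mice, and with mouse as a block 38 genes passed, 19 in each direction. The count of 14 changed with the mice included. It was 3, 3, 208 and 4 without kainate mice 38, 30, 44 and 42, and 2, 5, 5 and 4 without saline mice 29, 37, 18 and 41. At day 7, 2115 genes passed, of which 1498 were higher in the EZ. This count was 3752, 1 and 188 without kainate mice 23, 21 and 35, and 221, 799, 149 and 654 without saline mice 89, 33, 20 and 34. At day 14 no gene passed (0 genes, 1562 at an unadjusted p under 0.05). The most significant genes with a larger EZ effect at day 3 were Kitl (ENSMUSG00000019966.19, chromosome 10, 99851492 to 99936278) and Hmcn2. Their differences in log2 fold change were 2.03 (SE 0.29, adjusted p = 4.82e-04) and 2.80 (SE 0.42, adjusted p = 6.00e-04). A larger PIZ effect was found for Cxcl5 (ENSMUSG00000029371.8, chromosome 5, 90907186 to 90909483), with a difference of -4.98 (SE 0.76, adjusted p = 6.00e-04). The gene ENSMUSG00000113856.2, which has no match in the newer annotation, differed by -2.40 (SE 0.42, adjusted p = 0.00463). Without saline mouse 29, Cxcl5 differed by -4.44 and was not called (adjusted p = 0.0175). In a model of only the compared groups, none of these genes passed. At day 7, Aldh1l1 and Axl (ENSMUSG00000002602.17, chromosome 7, 25456535 to 25488329) had the larger EZ effects, with differences of 1.52 (SE 0.24, adjusted p = 0.00129) and 1.80 (SE 0.29, adjusted p = 0.00129). Both fell short of the adjusted p threshold without kainate mouse 21, with differences of 1.38 and 1.49. Cck differed by -1.84 (SE 0.26, adjusted p = 4.67e-04), and Krt73 (ENSMUSG00000063661.7, chromosome 15, 101701743 to 101710802) by -4.84 (SE 0.78, adjusted p = 0.00129).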

### 2.3. Shared Patterns of Gene Dysregulation between the Epileptogenic Zone and Peri-Ictal Zone across Early Epileptogenesis

We next examined overlapping gene groups across the first 2 weeks of epileptogenesis in the EZ and PIZ. Data are represented as UpSet plots; total gene number in each individual and overlapping group is represented by the histogram, and the groups included are denoted by the circle-line plot beneath each bar of the histogram. Over early epileptogenesis in the EZ, the largest overlapping groups of DEG were observed between 3 days and 7 days after SE induction. This indicates a large degree of overlap in underlying gene dysregulation, and therefore shared molecular processes, during the first week after SE in the epileptogenic zone. 

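Between day 3 and day 7 in the EZ, 4324 genes were DEG in the same direction, 2911 upregulated and 1413 downregulated. Independent calls with equal numbers would share 859. The shared genes made up 81.9% of the day 3 DEG and 62.1% of the day 7 DEG, and 1 gene was called in opposite directions. In a model of only the compared groups the overlap was 2762. The upregulated genes divided into 527 at day 3 only, 1464 at day 7 only and 2457 at both of these days but not day 14. The downregulated genes divided into 427, 1131 and 1409. The change of the kainate effect from day 3 to day 7 was past the thresholds for 31 genes, 24 with a higher and 7 with a lower value at day 7. Without single mice this count moved between 8 (without saline mouse 20) and 83 (without kainate mouse 23). The most significant increases were in Reln (ENSMUSG00000042453.15, chromosome 5, 22089452 to 22549700), at 1.76 (SE 0.27, adjusted p = 0.00102), and Fads2 (ENSMUSG00000024665.9, chromosome 19, 10038130 to 10079203), at 0.79 (SE 0.12, adjusted p = 0.00102). The most significant decreases were in Syndig1l (ENSMUSG00000071234.4, chromosome 12, 84722573 to 84745701), at -2.38 (SE 0.33, adjusted p = 1.65e-04), and Rgs4 (ENSMUSG00000038530.12, chromosome 1, 169569046 to 169575218), at -1.97 (SE 0.33, adjusted p = 0.00184). None of these 4 genes passed in a model of only the compared groups.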

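The number of DEG in the EZ fell by 92.8% from day 7 to day 14. Of the day 14 DEG, 460 were also DEG in the same direction at day 3 and 499 at day 7. At all 3 days, 454 genes were upregulated and 4 were downregulated. The day 14 count depended on single mice, kainate mouse 27 most of all, without which 7 DEG were left. Leaving out 1 mouse of day 14 gave 7 to 893 DEG, below the reported 6960 of day 7 in each case. The effect at day 14 differed from that at day 7 for 58 genes, 26 with a higher and 32 with a lower value at day 14. This count was 4087 without kainate mouse 27, 2333 without kainate mouse 23 and 990 without kainate mouse 26. Without any of the other 13 mice it lay between 1 and 7. Cck, which was downregulated at day 7, had a difference of 2.04 (SE 0.26, adjusted p = 4.69e-05). Vsnl1 (ENSMUSG00000054459.9, chromosome 12, 11375161 to 11488178) had a difference of 1.55 (SE 0.26, adjusted p = 0.00404). Among genes with a lower value at day 14, Hmcn2 differed by -2.42 (SE 0.42, adjusted p = 0.00681) and Myo10 (ENSMUSG00000022272.18, chromosome 15, 25622611 to 25813759) by -0.76 (SE 0.14, adjusted p = 0.00681). The calls of Vsnl1, Hmcn2 and Myo10 were each lost on leaving out single mice, among them kainate mouse 21, without which they differed by 1.43, -2.43 and -0.68.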

The number of DEG that remain either upregulated or downregulated 14 days after SE induction fell by 95%, suggesting that the critical period after SE may be captured within the first week (Figure 2A, Table S1). By comparison, in the peri-ictal zone, the majority of genes were uniquely dysregulated 3 days after SE induction, with few dysregulated genes observed at subsequent time-points; we observed less overlap between the 3-day and 7-day time-points, with overlap near-negated at the 14-day time-point (Figure 2B, Table S2). These data suggest that the principal gene dysregulation period in the peri-ictal zone may occur within 3 days of SE induction. 

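In the PIZ, 1501 genes were upregulated at day 3 only, 10 at day 7 only and 1 at day 14 only. Downregulated genes numbered 327 at day 3 only and 3 at day 7 only. Day 3 and day 7 shared 30 DEG, 22 upregulated and 8 downregulated, against 1.87 for independent calls of equal number. These 30 were 69.8% of the day 7 DEG. Without saline mouse 33 the overlap was 6 genes and without kainate mouse 21 it was 57. DESeq2 gave an overlap of 148. Day 14 shared 2 DEG with day 7, Tmc6 and Btg3, and both were also DEG at day 3. The strongest evidence for upregulation at day 7 was for Atp10b (ENSMUSG00000055415.9, chromosome 11, 43040704 to 43153112), with a log2 fold change of 1.87 (SE 0.24, adjusted p = 3.44e-05), and Tmc6, at 1.80 (SE 0.24, adjusted p = 5.11e-05). For downregulation it was for Fhip1a (ENSMUSG00000051000.18, chromosome 3, 85567368 to 85724598), at -2.39 (SE 0.36, adjusted p = 3.49e-04), and Camkk2 (ENSMUSG00000029471.14, chromosome 5, 122869233 to 122917739), at -0.67 (SE 0.11, adjusted p = 6.22e-04). The kainate effect in the PIZ changed past the thresholds between day 3 and day 7 for 5 genes, and for 2 to 9 when 1 mouse was left out, the lowest without kainate mouse 30 and the highest without kainate mouse 35. Higher at day 7 were Atp10b, by 2.34 (SE 0.34, adjusted p = 3.97e-04), and 9630013A20Rik (ENSMUSG00000115529.2, chromosome 14, 84696079 to 84713864), by 2.98 (SE 0.49, adjusted p = 0.00237). Lower at day 7 were Aldh1l1, by -1.78 (SE 0.24, adjusted p = 1.34e-04), and Lgi4 (ENSMUSG00000036560.15, chromosome 7, 30758749 to 30770360), by -0.95 (SE 0.17, adjusted p = 0.00956).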

We therefore examined the top 20 upregulated and downregulated DAVID (Database for Annotation, Visualization and Integrated Discovery) pathway gene ontology (GO) categories shared across the first 7 days after SE induction in the EZ and PIZ. In the EZ, we observed upregulation of GO terms associated with cell signaling and remodeling, including “cell proliferation”, “cell surface receptor signaling pathway”, “cell migration”, and “signal transduction”, as well as inflammatory terms such as “cytokine production” and “defense response” (Figure 2C). These suggest a prolonged period of cell-signaling events for 7 days after SE induction that may encompass epileptogenic molecular processes. 

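The GO terms were not recomputed here, and gene lists written before the counts were seen, together with Reactome pathways, were tested with camera at an inter-gene correlation of 0.01. Adjustment covered 50 lists and pathways in 10 comparisons. Of 239 list calls at an adjusted p under 0.05, 139 held under fry, including all 29 in the EZ at day 3 and all 31 at day 7, and 0 held with an inter-gene correlation estimated from the data. The 28 proliferation genes had a median log2 fold change of 2.69 at day 3 (adjusted p = 1.17e-16) and 2.83 at day 7 (adjusted p = 1.57e-11), with 27 DEG at each day. Their most abundant members were Pcna (ENSMUSG00000027342.15, chromosome 2, 132091082 to 132095234), with a log2 fold change of 1.09 (SE 0.15, adjusted p = 4.23e-07) at day 3, and Mcm6 (ENSMUSG00000026355.12, chromosome 1, 128259311 to 128287516), at 0.42 (SE 0.23, adjusted p = 0.131). The level effect of the proliferation list came with lower values at day 7 in both EZ groups. Mean log2 CPM went from 4.367 to 3.543 with kainate (exact permutation test, p = 0.2, adjusted p = 0.263). With saline it went from 1.961 to 1.148 (exact permutation test, p = 0.0286, adjusted p = 0.0686). The 31 adhesion and migration genes had medians of 1.80 (adjusted p = 1.11e-09) and 2.56 (adjusted p = 4.78e-09). Among them, Itgav (ENSMUSG00000027087.12, chromosome 2, 83554403 to 83637260) had a day 3 log2 fold change of 1.91 (SE 0.24, adjusted p = 1.33e-07) and Fn1 (ENSMUSG00000026193.16, chromosome 1, 71624673 to 71692419) one of 2.81 (SE 0.40, adjusted p = 1.10e-06). For the 1422 genes of the Reactome pathway Signal Transduction the median at day 3 was 0.13, with 377 genes upregulated and 155 downregulated as DEG (adjusted p = 0.271). For Cytokine Signaling in Immune system it was 0.67 over 212 genes (adjusted p = 3.73e-06). Camera tests for a shift in 1 direction, whereas the paper's GO enrichment concerns membership among DEG. The p of Signal Transduction therefore does not count against that enrichment, which was not tested here. Over all 21390 genes, 3439 were upregulated and 1841 downregulated as DEG in the EZ at day 3.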

As expected, due to the extensive neuronal loss that occurs in the epileptogenic zone, neuronally associated GO terms such as “synapse” and “dendrite” were among the top 20 downregulated GO terms. 

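The 37 synapse genes had a median log2 fold change of -0.75 in the EZ at day 3 (adjusted p = 3.01e-11), and they were lower at day 7 as well (adjusted p = 7.48e-12). Of these, 25 were downregulated as DEG at day 3 and 27 at day 7. The most abundant members were Camk2a (ENSMUSG00000024617.17, chromosome 18, 61058473 to 61121224), with a day 3 log2 fold change of -1.48 (SE 0.27, adjusted p = 3.23e-05), and Cplx2 (ENSMUSG00000025867.9, chromosome 13, 54519154 to 54531730), at -0.83 (SE 0.24, adjusted p = 0.00487). In the Reactome pathway Neuronal System, the median over 236 genes at day 3 was -0.39, with 82 genes downregulated and 25 upregulated as DEG (adjusted p = 2.32e-06). Transmission across Chemical Synapses gave a median of -0.39 over 167 genes (adjusted p = 5.44e-06). The 12 interneuron genes had a median of -1.87 at day 3 (adjusted p = 2.11e-06), whereas Gad1 (ENSMUSG00000070880.11, chromosome 2, 70383416 to 70432372) had a log2 fold change of -0.43 (SE 0.18, adjusted p = 0.0459) and Gad2 (ENSMUSG00000026787.4, chromosome 2, 22511862 to 22583886) one of -0.24 (SE 0.24, adjusted p = 0.429). The 14 granule cell genes had a median of -0.70 (adjusted p = 0.0315), which was -0.51 without kainate mouse 38 (adjusted p = 0.0587). Their most abundant members were Ahcyl2 (ENSMUSG00000029772.18, chromosome 6, 29768010 to 29912309), with a log2 fold change of -0.76 (SE 0.24, adjusted p = 0.0103), and Prox1 (ENSMUSG00000010175.14, chromosome 1, 189850232 to 189904637), at -0.12 (SE 0.26, adjusted p = 0.731).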

In the PIZ, the top 20 upregulated GO terms shared across the first week of epileptogenesis were associated predominantly with inflammation (Figure 2D).

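In the PIZ at day 3, all 23 interferon response genes were higher in kainate-injected mice, with a median log2 fold change of 1.97 (adjusted p = 1.25e-11). Adjusted over the list alone 21 were DEG, and 18 over all genes. At day 7 the median was 2.15 (adjusted p = 8.99e-22), where 19 were DEG adjusted over the list alone and 1 over all genes. The 18 antigen presentation genes had medians of 1.89 at day 3 (adjusted p = 3.84e-09) and 1.50 at day 7 (adjusted p = 3.78e-12). Of these, 14 and 13 were DEG adjusted over the list alone, and 12 and 0 over all genes, with 15 at an unadjusted p under 0.05 at day 7. The 25 inflammatory response genes had medians of 1.86 (adjusted p = 1.08e-08) and 0.84 (adjusted p = 3.44e-06), or 1.78 and 0.77 with genes near 0 counts held at their bound. At day 7, 2 of them were DEG adjusted over the list alone and 0 over all genes, with 11 at an unadjusted p under 0.05. Under fry the day 7 call of this list was lost (adjusted p = 0.0802).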

When we compared across regions at each time-point, the epileptogenic zone and peri-ictal zone demonstrated different patterns of gene dysregulation. Three days after SE induction, there were 1389 overlapping genes between significantly upregulated and downregulated genes in the epileptogenic zone and peri-ictal zone (Figure S2A, Table S3). This suggests that some gene dysregulation events and their corresponding pathways are shared between these two regions of the seizure network 3 days after SE induction. However, the number of overlapping genes was reduced at 7 days (Figure S2B, Table S4) and at 14 days (Figure S2C, Table S5) after SE induction, suggesting that gene dysregulatory events diverge beyond 3 days after SE. 

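At day 3, 1543 genes were DEG in the same direction in the EZ and the PIZ, 1292 upregulated and 251 downregulated. Calls of equal number made independently would share 229. They were 29.2% of the EZ DEG and 83% of the PIZ DEG, and 2 genes were called in opposite directions. With a glmTreat test against a fold change of 1.5 the overlap was 466, and with limma-voom it was 2328. DEG in the EZ but not in the PIZ comprised 2147 upregulated and 1590 downregulated genes. Those in the PIZ but not in the EZ comprised 231 and 84.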

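At day 7 the EZ and the PIZ shared 32 DEG, 26 upregulated and 6 downregulated, with 7 given by independent calls of equal number. Upregulated genes of the EZ alone numbered 4387 and downregulated genes 2541. The overlap was 5 without saline mouse 33 and 59 without kainate mouse 21, and DESeq2 gave 158. At day 14 the overlap was 1 gene, Tmc6, and it was 0 without kainate mouse 27. Across genes, the log2 fold changes in the EZ and the PIZ correlated at 0.737 on day 3, 0.590 on day 7 and 0.304 on day 14 (Pearson's r).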

Fourteen days after SE, 702 genes were upregulated in the epileptogenic zone, 699 uniquely, and only 3 were shared with the peri-ictal zone (Figure S2C); however, 691 genes overlapped with earlier time-points in the epileptogenic zone 3 days and 7 days after SE (Figure 2A). These data indicate that transcriptional dysregulation in the peri-ictal zone declines 14 days after SE induction, and the epileptogenic zone retains persistent gene dysregulation, as might be expected from the extent of injury and remodeling observed in the epileptogenic zone. 

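At day 14 in the EZ, 495 upregulated genes were not DEG in the PIZ. Of the 496 upregulated genes, 493 were also upregulated at day 3 or day 7, as were all 8 downregulated genes in their own direction. Without kainate mouse 27 the 493 fell to 7, and without kainate mouse 36 they rose to 864. Table S5 of the paper lists 721 EZ genes for day 14. All 721 had the same direction here, and 501 of the 504 DEG were among them. The strongest evidence for upregulation was for Cst7 (ENSMUSG00000068129.6, chromosome 2, 150412284 to 150420864), with a log2 fold change of 5.25 (SE 0.66, adjusted p = 2.31e-05), and C3 (ENSMUSG00000024164.16, chromosome 17, 57510964 to 57535155), at 5.13 (SE 0.68, adjusted p = 3.81e-05). Lrrn1 (ENSMUSG00000034648.10, chromosome 6, 107506679 to 107549871) was downregulated, at -0.61 (SE 0.14, adjusted p = 0.00483). It was not a DEG without kainate mouse 27 (-0.42) or without any of the 4 saline mice, and library-size scaling also removed its call (-0.57). With only the 8 libraries of the comparison in the model, none of these 3 genes passed.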

Gene lists for each overlapping group are listed in Tables S1–S5.

### 2.4. Enrichment of Functional DAVID Categories in the Epileptogenic Zone and Seizure Network across Early Epileptogenesis

In order to investigate the functional effect of transcriptional dysregulation in epileptogenesis across the two regions, we examined the enrichment of gene ontology (GO) terms within DAVID pathways. We specifically identified the top 50 most significantly enriched GO categories within each of the two regions at each time point (Figure 3A,B). We also compared the pattern of expression in the peri-ictal zone with the top-most highly enriched categories in the epileptogenic zone (Figure 3C). We observed that in the epileptogenic zone, different overall patterns of GO terms were shared between the 3- and 7-day time-points, compared to between the 7- and 14-day time-points, with a number of GO terms unique to the 14-day time-point. 

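In the EZ the 22 cell death genes had a median log2 fold change of 1.44 at day 3 (adjusted p = 2.43e-06) and 1.88 at day 7 (adjusted p = 3.54e-07). Of these genes 17 were DEG at day 3 and 18 at day 7, all upregulated. Among the most abundant, Bax (ENSMUSG00000003873.12, chromosome 7, 45111015 to 45116325) had a day 3 log2 fold change of 0.47 (SE 0.11, adjusted p = 4.15e-04) and Cycs (ENSMUSG00000063694.6, chromosome 6, 50539541 to 50543557) one of 0.11 (SE 0.16, adjusted p = 0.575). The 73 genes of the Reactome pathway Integrin cell surface interactions had a day 3 median of 1.50, and 49 were upregulated DEG (adjusted p = 3.23e-11). Extracellular matrix organization gave a median of 1.10 over 211 genes (adjusted p = 6.16e-12). For Cell Cycle, Mitotic the median was 0.19 over 394 genes, 127 of them upregulated DEG (adjusted p = 2.92e-06). Apoptosis gave 0.18 over 141 genes (adjusted p = 0.0487).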

In the epileptogenic zone, GO terms enriched at 3 days and 7 days after SE were associated with cell signaling (e.g., intracellular signal transduction, regulation of signaling, regulation of cell communication, regulation of signal transduction, positive regulation of molecular function, positive regulation of signal transduction, regulation of intracellular signal transduction), cell migration and motility (e.g., cell migration, cell adhesion, movement of cell or subcellular component, regulation of cell motility, regulation of locomotion, locomotion, cell motility, localization of cell), and cell survival/proliferation (e.g., cell proliferation, neurogenesis, cell death, apoptotic process, programmed cell death, cell development) (Figure 3A). These GO terms encompass pathological cellular processes observed in the dentate gyrus after SE [43] and suggest that the molecular mechanisms responsible for these pro-epileptogenic processes may be represented in this dataset and may occur early after SE. 

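Interferon response genes in the EZ had a median log2 fold change of 2.83 at day 3 (adjusted p = 3.59e-11), 3.83 at day 7 (adjusted p = 1.91e-13) and 2.43 at day 14 (adjusted p = 7.99e-20). All 23 were upregulated DEG at day 3 and day 7, and 20 at day 14. For antigen presentation genes the medians were 2.46 (adjusted p = 4.78e-09), 3.70 (adjusted p = 5.05e-10) and 1.99 (adjusted p = 3.28e-14), with 17, 18 and 10 upregulated DEG. Adjusted over the list alone, 14 of the latter were DEG at day 14. Inflammatory response genes had medians of 2.32 (adjusted p = 3.26e-10), 3.74 (adjusted p = 1.16e-10) and 2.24 (adjusted p = 3.13e-13), the last 2 being 3.35 and 1.70 with genes near 0 counts at their bound. Upregulated DEG among them were 23, 23 and 9, and 23 were DEG at day 14 adjusted over the list alone. Without kainate mouse 27, the day 14 medians of the 3 lists were 1.05, 0.89 and 0.68, and all remained past an adjusted p of 0.05.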

GO terms enriched at the 7-day and 14-day time-points, as well as more prominently in the 14 day time-point, are related to inflammatory processes (e.g., immune response, response to cytokine, inflammatory response, regulation of TNF superfamily cytokine production, regulation of adaptive immune response and more). These inflammatory GO terms are less represented at the 3-day time-point, and if present, overlap with the 7-day and 14-day time-points. This suggests that pro-inflammatory processes occur in a delayed and prolonged manner from 7 days after SE in the epileptogenic zone.

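The kainate effect in the EZ was larger at day 7 than at day 3 for all 23 interferon response genes, with a median difference of 1.04 (adjusted p = 5.32e-08). For antigen presentation the median difference was 0.84 (adjusted p = 0.000119), with 16 of 18 genes larger at day 7. For the inflammatory response it was 1.01 (adjusted p = 0.00421), with 20 of 25 genes larger, and it was 0.51 without saline mouse 29 (adjusted p = 0.134). No single gene of these lists passed the thresholds for the difference (0 genes), and 8, 8 and 4 had an unadjusted p under 0.05. None of the 3 calls held under fry, where the adjusted p was 0.167, 0.271 and 0.398. The mean log2 CPM of the interferon response genes in kainate-injected mice was 4.276 ± 0.478 (SD, n = 4) at day 3 and 5.455 ± 0.590 (SD, n = 4) at day 7. That difference was not past 0.05 (exact permutation test, p = 0.0571, adjusted p = 0.131). In saline-injected mice the means were 1.527 ± 0.189 (SD, n = 4) and 1.562 ± 0.556 (SD, n = 4). At day 14 the kainate mean was 2.970 ± 1.378 (SD, n = 4) against 1.175 ± 0.310 (SD, n = 4) in saline-injected mice.

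**Figure D3:**
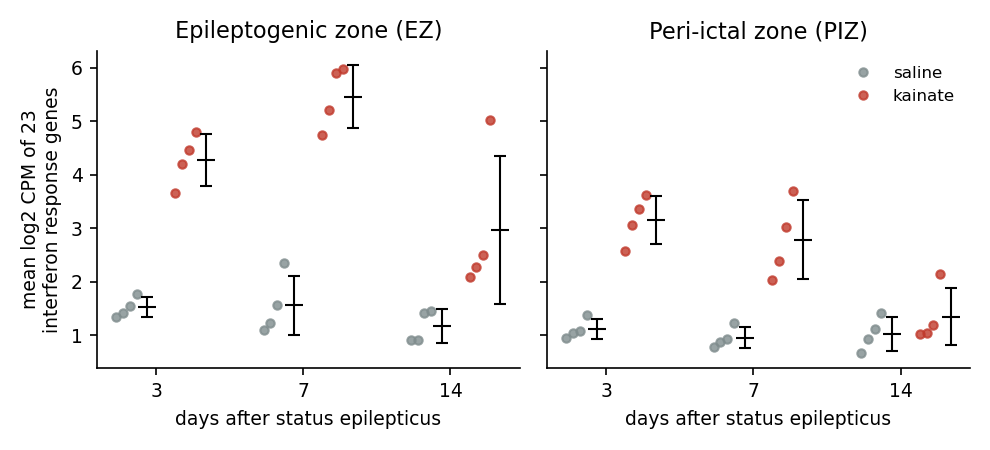
Mean log2 CPM of 23 interferon response genes in each library of the EZ and the PIZ at 3, 7 and 14 days after status epilepticus. Dots are libraries and bars are the mean ± SD of 4 mice, and kainate mouse 27 is the highest day 14 library in the EZ at 5.022.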

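At day 14 in the PIZ, the median log2 fold change was 0.34 for interferon response (adjusted p = 0.0169), 0.61 for antigen presentation (adjusted p = 0.00154) and 0.20 for inflammatory response genes (adjusted p = 0.336). Among these lists 0 genes were DEG, over all genes or adjusted over the list alone, and 0, 2 and 1 genes had an unadjusted p under 0.05. Without kainate mouse 27 the medians were 0.05 (adjusted p = 0.764), 0.15 (adjusted p = 0.214) and 0.04 (adjusted p = 0.955). Neither call held under fry, with an adjusted p of 0.62 for interferon response and 0.373 for antigen presentation. The mean log2 CPM of interferon response genes was 1.353 ± 0.538 (SD, n = 4) in kainate-injected and 1.034 ± 0.316 (SD, n = 4) in saline-injected mice (exact permutation test, p = 0.4).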

Within the peri-ictal zone, the majority of the most highly enriched GO terms were represented uniquely at 3 days or 7 days after SE induction with few overlapping groups; none were represented at 14 days (Figure 3B). These data further support the return of transcriptional dysregulation to baseline 14 days after SE induction. The GO terms enriched 3 days after SE induction were, similarly to the 3-day/7-day time-point in the epileptogenic zone, associated with cell signaling (e.g., intracellular signal transduction, positive regulation of signal transduction, cell surface receptor signaling pathway, regulation of signal transduction, regulation of cell communication, positive regulation of cell signaling), cell migration and motility (e.g., cell adhesion, cell migration, regulation of cell motility, regulation of locomotion, positive regulation of cell adhesion), and cell survival/proliferation (e.g., cell proliferation, regulation of cell proliferation, positive regulation of developmental process), although with less representation of cell-death-related GO terms, as might be expected due to the lower cell death observed in comparison the ipsilateral epileptogenic zone [30]. 

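At day 3 in the PIZ, proliferation genes had a median log2 fold change of 2.39 (adjusted p = 1.32e-18), with 23 of 28 upregulated as DEG. Adhesion and migration genes had a median of 1.24, or 1.18 with genes near 0 counts at their bound (adjusted p = 9.33e-07). Of the 31, 14 were upregulated and 2 downregulated DEG, and 22 were DEG adjusted over the list alone. For cell death genes the median was 0.81 (adjusted p = 0.000115), with 4 of 22 DEG over all genes and 8 adjusted over the list alone. The Reactome pathway Integrin cell surface interactions had a median of 0.82 (adjusted p = 6.46e-09), Extracellular matrix organization one of 0.54 (adjusted p = 8.05e-09) and Signal Transduction one of 0.03 (adjusted p = 0.51). These p are for a shift in 1 direction and do not test enrichment of DEG in a term.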

There is, however, earlier representation of inflammation-related GO terms (e.g., regulation of immune system process, immune response, cytokine production, leukocyte activation, regulation of inflammatory response) 3 days after SE induction, which also comprise the predominantly represented terms 7 days after SE in the peri-ictal zone (e.g., response to cytokine, cellular response to interferon gamma, antigen processing and presentation of peptide antigen). These data suggest that similar alterations in molecular signaling may also drive epileptogenic remodeling in the peri-ictal zone seizure network.

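From day 3 to day 7 in the PIZ, the kainate effect decreased by a median of 0.77 for inflammatory response genes (adjusted p = 0.00157), with 21 of 25 genes lower at day 7. The median change was -0.05 for interferon response (adjusted p = 0.769) and -0.32 for antigen presentation genes (adjusted p = 0.0627). Proliferation genes decreased by 1.36 (adjusted p = 2.45e-16), all 28 being lower at day 7. Under fry the change of the inflammatory response had an adjusted p of 0.339 and that of proliferation genes one of 0.0217. Per library, the mean log2 CPM of interferon response genes was 3.152 ± 0.446 (SD, n = 4) at day 3 and 2.789 ± 0.734 (SD, n = 4) at day 7 in kainate-injected mice. In saline-injected mice it was 1.115 ± 0.185 (SD, n = 4) and 0.960 ± 0.189 (SD, n = 4). All kainate libraries exceeded all saline libraries at each of these days (exact permutation test, p = 0.0286, adjusted p = 0.0686).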

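The similarity of the EZ and the PIZ was set against the similarity that arises because both sides come from the same mice. Across genes, the difference between kainate and saline means correlated between the regions at 0.761 on day 3, 0.620 on day 7 and 0.347 on day 14. When the 8 mice of a day were split into 2 sets, each with 2 kainate-injected and 2 saline-injected mice, the difference between the sets correlated between the regions with a median of 0.178, 0.192 and 0.200 over 18 splits. The highest values were 0.487, 0.377 and 0.426. The day 14 value therefore lay within the range of the splits. At day 3, the kainate effect was larger in the EZ by a median of 0.82 for interferon response genes (adjusted p = 0.00451), 0.57 for antigen presentation genes (adjusted p = 0.00964) and 0.56 for inflammatory response genes (adjusted p = 0.0361). No gene of these lists was a DEG for this difference (0 genes), and 0, 2 and 3 had an unadjusted p under 0.05. Proliferation genes had a median difference of 0.45 (adjusted p = 0.00237), adhesion and migration genes one of 0.75 (adjusted p = 0.000108) and cell death genes one of 0.41 (adjusted p = 0.0021). For proliferation genes the saline EZ was also higher than the saline PIZ, with mean log2 CPM of 1.961 and 1.018. In kainate-injected mice these means were 4.367 and 3.037. Microglia genes had a smaller effect in the EZ, by a median of 0.38 (-0.38, adjusted p = 0.0301). Their mean log2 CPM in kainate-injected mice was 7.146 in the EZ and 6.507 in the PIZ. In saline-injected mice it was 5.564 and 4.534. The smaller effect thus came with a higher saline EZ, not with a lower kainate EZ. Under fry the adjusted p was 0.443 for interferon response, 0.358 for antigen presentation, 0.479 for inflammatory response, 0.521 for proliferation and 0.615 for microglia genes, and 7 of the 29 camera calls for this difference remained. Library-size scaling gave 0.0672 for inflammatory response.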

When we examined how the most highly enriched GO terms in the epileptogenic zone were expressed in the PIZ across the 3-, 7-, and 14-day time-points (Figure 3C), we observed that there were similar functional consequences between the ipsilateral and contralateral regions 3 days after SE induction. We observed enrichment of GO terms associated with cell signaling (e.g., intracellular signaling induction, regulation of signaling, regulation of cell communication, regulation of molecular function, regulation of signal transduction) and cell migration and motility (e.g., cell migration, biological adhesion, regulation of cell migration, regulation of cell motility, regulation of locomotion), most of which were also represented 7 days after SE induction in the epileptogenic zone (Figure 3C). These data suggest that early cell signaling processes may be critical for the initiation of pro-epileptogenic remodeling in both the epileptogenic zone and peri-ictal zone. Days 3 and 7 in the peri-ictal zone and days 7 and 14 in the epileptogenic zone shared overlapping enrichment of immune/inflammation-related GO terms (e.g., immune response, response to cytokine, immune effector process, cellular response to cytokine stimulus). 

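Of the interferon response genes, Stat2 (ENSMUSG00000040033.17, chromosome 10, 128106352 to 128128735) had a log2 fold change of 0.81 (SE 0.18, adjusted p = 4.10e-04) in the EZ and 0.55 (SE 0.18, adjusted p = 0.0254) in the PIZ at day 3. Of the antigen presentation genes, B2m (ENSMUSG00000060802.9, chromosome 2, 121977957 to 121983594) had log2 fold changes of 2.05 (SE 0.38, adjusted p = 3.26e-05) and 1.66 (SE 0.37, adjusted p = 0.00118). H2-D1 (ENSMUSG00000073411.13, chromosome 17, 35481691 to 35486475) had 2.53 (SE 0.43, adjusted p = 1.39e-05) and 2.03 (SE 0.43, adjusted p = 6.80e-04), with the caution that reads of H2 genes can be counted on related genes. Of the inflammatory response genes, Ptgs2 (ENSMUSG00000032487.9, chromosome 1, 149975194 to 149983978) had 1.80 (SE 0.36, adjusted p = 9.42e-05) and 0.01 (SE 0.35, adjusted p = 0.994). In a model of only the compared groups the EZ value of Ptgs2 was 1.77 and not a DEG (adjusted p = 0.0204). Vcam1 (ENSMUSG00000027962.15, chromosome 3, 115903598 to 115923355) had 1.41 (SE 0.28, adjusted p = 9.01e-05) and 0.82 (SE 0.28, adjusted p = 0.0281). At day 14 in the EZ, B2m had a log2 fold change of 2.03 (SE 0.38, adjusted p = 0.00106), and of 0.90 without kainate mouse 27 (adjusted p = 0.246).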

Our data therefore suggest that inflammation may also play a role in epileptogenesis, with expression of inflammation-related gene sets occurring in both the epileptogenic zone and peri-ictal zone within the first 14 days after SE induction.

### 2.5. Wnt Pathway Gene Dysregulation during Early Epileptogenesis

Previous work has implicated the Wnt pathway as a factor in neuronal remodeling in the dentate gyrus early after SE induction in this model [30]. Furthermore, Wnt pathway gene changes have also been identified in adult and infantile generalized epilepsy models [22,23,27], suggesting that Wnt pathway gene changes may be relevant in adult focal epilepsy. Due to the representation of cell-signaling-associated GO terms during early epileptogenesis, we specifically examined the transcriptional dysregulation of Wnt pathway genes across the epileptogenic zone and peri-ictal zone. 

The modified Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways presented demonstrated Wnt signaling gene expression in the epileptogenic zone (Figure 4A) and peri-ictal zone (Figure 4B) 3 days after SE induction; KEGG pathway representations at other time-points are represented in Figure S3. 

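Of the 55 Wnt genes in Table S6, 24 were DEG in the EZ at day 3, 17 upregulated and 7 downregulated. At day 7 there were 33, 22 upregulated and 11 downregulated. Adjusted over the list alone these counts were 25 and 33. The PIZ count at day 3 was 3 over all genes and over the list alone. They were Nfatc1 and Ppard upregulated and Ror1 downregulated, named here because of these calls. The strictest alternative, a test against a fold change of 1.5, gave 10 genes in the EZ at day 3. Tested as a list, the 55 genes did not move in 1 direction, with a camera adjusted p of 0.737 in the EZ at day 3 and 0.656 at day 7. The list mixes positive effectors with negative regulators, and the paper argues for activation from opposite changes of these. A test for 1 common direction therefore cannot decide whether the pathway was active. For genes without a common direction, 31 were higher and 24 lower at day 3. Of 14 feedback and target genes of the canonical pathway that could be tested, 5 were upregulated DEG and 1 was downregulated at day 3 (list adjusted p = 0.495). At day 7, 5 were upregulated and 0 downregulated (list adjusted p = 0.214). Their most abundant members were Tnfrsf19 (ENSMUSG00000060548.14, chromosome 14, 61201283 to 61284366), with a day 3 log2 fold change of 0.13 (SE 0.10, adjusted p = 0.314), and Apcdd1 (ENSMUSG00000071847.14, chromosome 18, 63055302 to 63094250), at 0.44 (SE 0.11, adjusted p = 0.00168).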

Upregulation of canonical and non-canonical Wnt signaling mediators and downstream effector genes was observed in both the epileptogenic zone and peri-ictal zone 3 days after SE (Figure 4A,B). 

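In the EZ at day 3, Fzd1 (ENSMUSG00000044674.7, chromosome 5, 4803839 to 4808035) had a log2 fold change of 1.61 (SE 0.26, adjusted p = 5.20e-06) and Lrp5 (ENSMUSG00000024913.17, chromosome 19, 3634821 to 3736643) one of 1.07 (SE 0.25, adjusted p = 5.53e-04). Modeling only the EZ libraries gave Lrp5 a log2 fold change of 1.02 and no call (adjusted p = 0.0134). Lef1 (ENSMUSG00000027985.15, chromosome 3, 130903919 to 131018005) was upregulated by 0.67 (SE 0.21, adjusted p = 0.00798), with 0.49 and no call without kainate mouse 38 (adjusted p = 0.0671). Ctnnb1 (ENSMUSG00000006932.18, chromosome 9, 120757422 to 120789579) had a log2 fold change of 0.32 (SE 0.10, adjusted p = 0.00614), below the fold change threshold. Its values overlapped between kainate-injected and saline-injected mice (exact permutation test, p = 0.0857). Among negative regulators, Gsk3b (ENSMUSG00000022812.15, chromosome 16, 37909363 to 38066446) had a log2 fold change of -0.53 (SE 0.11, adjusted p = 9.86e-05) and Apc (ENSMUSG00000005871.16, chromosome 18, 34353942 to 34455605) one of -0.41 (SE 0.14, adjusted p = 0.0162), both below the fold change threshold. Btrc (ENSMUSG00000025217.16, chromosome 19, 45352111 to 45518453) was lower in kainate-injected mice, at -0.49 (SE 0.10, adjusted p = 9.20e-05), and the paper's text lists it as downregulated while printing its fold change of 1.42 without a minus sign. Dkk3 (ENSMUSG00000030772.7, chromosome 7, 111712904 to 111758760) had -1.45 (SE 0.20, adjusted p = 4.38e-07) and Wif1 (ENSMUSG00000020218.12, chromosome 10, 120869865 to 120936555) had -1.49 (SE 0.45, adjusted p = 0.0059). Wif1 rested on 0 to 11 counts per kainate library, and it was -1.05 without saline mouse 37 (adjusted p = 0.0733) and -1.08 without kainate mouse 30 (adjusted p = 0.0258). The feedback target Axin2 (ENSMUSG00000000142.16, chromosome 11, 108811169 to 108841609) had a log2 fold change of -0.25 (SE 0.12, adjusted p = 0.0783). Of the transcription factors, Tcf7 (ENSMUSG00000000782.17, chromosome 11, 52143107 to 52174619) had 1.12 (SE 0.27, adjusted p = 8.02e-04), Tcf7l1 (ENSMUSG00000055799.14, chromosome 6, 72603354 to 72766589) had 1.03 (SE 0.21, adjusted p = 1.38e-04) and Tcf7l2 (ENSMUSG00000024985.21, chromosome 19, 55730188 to 55922091) had 0.54 (SE 0.26, adjusted p = 0.0803). Without kainate mouse 38, Tcf7 had 0.90 and was not a DEG (adjusted p = 0.0109). Tcf4 (ENSMUSG00000053477.19, chromosome 18, 69476427 to 69822150), the most abundant member of the canonical gene list used here, had -0.21 (SE 0.10, adjusted p = 0.0621). The gene of this symbol is not Tcf7l2, nor one of the TCF/LEF factors, so its value does not bear on them.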

In the epileptogenic zone, canonical pathway positive effector genes such as Fzd1 (fold change (FC) 2.99, *p*-adjusted 3.38 × 10^−8^), LRP5 (FC 2.07, *p*-adjusted 2.20 × 10^−4^), Lef1 (FC 1.57, *p*-adjusted 8.35 × 10^−3^), and CTNNB1/beta-catenin (FC 1.23, *p*-adjusted 1.67 × 10^−3^) are noted to be upregulated, and negative regulator genes such as GSK3b (FC − 1.46, *p*-adjusted 4.90 × 10^−6^), Btrc (encoding beta-TrCP [44,45]) (FC 1.42, *p*-adjusted 3.40 × 10^−6^), Wif1 (FC − 2.84, *p*-adjusted 2.13 × 10^−3^), DKK3 (FC − 2.77, *p*-adjusted 1.25 × 10^−11^), and APC (FC − 1.34, *p*-adjusted 1.09 × 10^−2^) were downregulated, suggesting that the canonical Wnt pathway may be activated 3 days after SE in the epileptogenic zone. Non-canonical Wnt pathway genes were also dysregulated, with some genes upregulated, such as Wnt5b (FC 2.41, *p*-adjusted 5.23 × 10^−4^), ROR2 (FC 4.60, *p*-adjusted 1.14 × 10^−3^), RhoA (FC 1.67, *p*-adjusted 1.73 × 10^−7^), and Prickle3 (FC 1.99, *p*-adjusted 6.35 × 10^−3^), and other genes were downregulated, such as Prickle2 (FC − 1.85, *p*-adjusted 2.51 × 10^−6^), JNK (FC − 1.76, *p*-adjusted 1.35 × 10^−6^), PKC (FC − 2.43, *p*-adjusted 4.85 × 10^−11^), and CaMKII (FC − 2.82, *p*-adjusted 3.49 × 10^−7^).

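Wnt5b (ENSMUSG00000030170.15, chromosome 6, 119409323 to 119521897) was upregulated in the EZ at day 3 with a log2 fold change of 1.26 (SE 0.31, adjusted p = 9.42e-04), and had 0.98 without kainate mouse 38 (adjusted p = 0.0149). Ror2 (ENSMUSG00000021464.16, chromosome 13, 53263348 to 53440247) had 2.17 (SE 0.56, adjusted p = 0.00159), and 1.84 without the same mouse (adjusted p = 0.0136). Rhoa (ENSMUSG00000007815.14, chromosome 9, 108182242 to 108215142) had 0.76 (SE 0.13, adjusted p = 1.17e-05). Prickle3 (ENSMUSG00000031145.16, chromosome X, 7523499 to 7535087) had 1.01 (SE 0.29, adjusted p = 0.00419), and was not called in 5 of the 8 fits that left out 1 mouse, such as 0.91 without saline mouse 41. Downregulated were Prickle2 (ENSMUSG00000030020.14, chromosome 6, 92347873 to 92683215), at -0.87 (SE 0.17, adjusted p = 7.83e-05), Mapk8 (ENSMUSG00000021936.15, chromosome 14, 33099855 to 33169157), at -0.80 (SE 0.15, adjusted p = 3.52e-05), and Prkca (ENSMUSG00000050965.15, chromosome 11, 107824212 to 108235099), at -1.26 (SE 0.18, adjusted p = 1.02e-06). All 4 kainate-injected mice lay on 1 side of all 4 saline-injected mice for each of these 7 genes (exact permutation test, p = 0.0286). The paper named these genes from the same libraries, so this separation is not independent evidence.

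**Figure D4:**
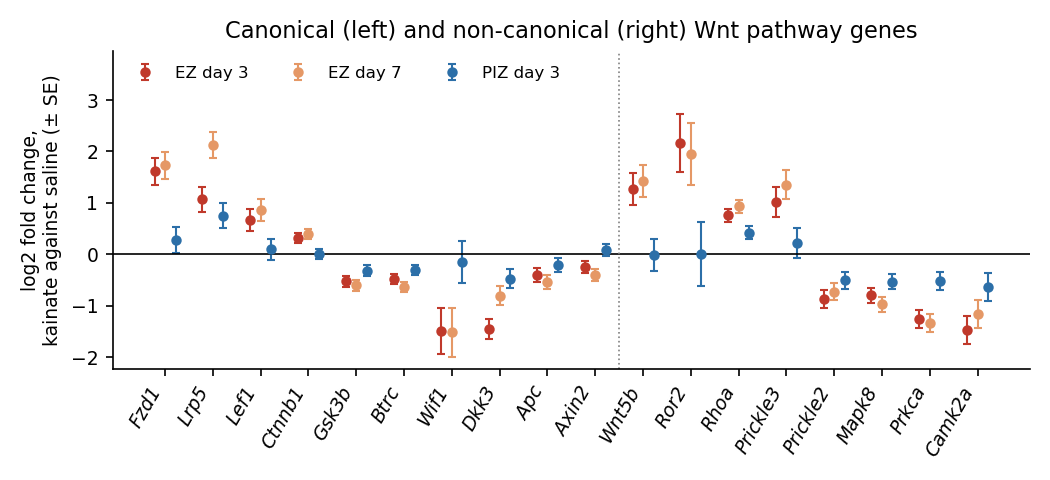
Log2 fold change ± SE of the Wnt genes named in the paper, with Axin2, in the EZ at days 3 and 7 and the PIZ at day 3 after status epilepticus, with n = 4 mice per group. Genes left of the dotted line belong to the canonical pathway and those right of it to the non-canonical pathways.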

Transcriptional dysregulation of these Wnt pathway genes was followed across the epileptogenic zone (Figure 4C–E) and peri-ictal zone (Figure 4F–H) at each time-point, 3 days, 7 days, and 14 days after SE (Figure 4B–G). Canonical Wnt gene dysregulation was most highly represented in the epileptogenic zone 3 days and 7 days after SE (Figure 4A,C,D). 

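Divided by pathway, 9 of 30 canonical genes were DEG in the EZ at day 3, 7 upregulated and 2 downregulated. At day 7, 14 canonical genes were DEG, 9 upregulated and 5 downregulated. Of 19 non-canonical genes, 12 were DEG at day 3 and 15 at day 7, with 7 and 9 of them upregulated. The division follows the lists written beforehand, which leave the Frizzled and dishevelled genes out of both, and the paper does not name the genes it counted. As lists, neither moved in 1 direction, with camera adjusted p of 0.959 and 0.932 for canonical and 0.986 and 0.709 for non-canonical genes at days 3 and 7. Since the canonical list holds positive effectors and negative regulators, a test for 1 direction cannot decide on activation. Under fry the canonical list was called upward at day 3 (adjusted p = 0.0183) and at day 7 (adjusted p = 0.0101), although the camera direction was downward.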

Non-canonical genes were also dysregulated in the epileptogenic zone 3 days and 7 days after SE, with fewer genes significantly altered in expression (fold-change FC > ±1.5, false discovery rate (FDR) < 0.01) than in the canonical Wnt pathway (Figure 4A,C,D). Frizzled receptor genes were upregulated in the epileptogenic zone 3 days and 7 days after SE (Figure 4C,D). 

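Of 10 Frizzled genes, Fzd1, Fzd6 and Fzd7 were upregulated DEG in the EZ at day 3. At day 7, 6 were, with Fzd5, Fzd8 and Fzd9 added. These genes are named because of their calls. The median log2 fold change of the list was 0.64 at day 3 (adjusted p = 0.0938) and 1.01 at day 7 (adjusted p = 0.0128). The most abundant Frizzled genes, Fzd3 (ENSMUSG00000007989.8, chromosome 14, 65429573 to 65499933) and Fzd4 (ENSMUSG00000049791.5, chromosome 7, 89053563 to 89062342), had log2 fold changes of 0.25 (SE 0.13, adjusted p = 0.0909) and 0.16 (SE 0.17, adjusted p = 0.428) at day 7. In the PIZ, 0 Frizzled genes were DEG at days 3, 7 and 14, and 2, 2 and 0 had an unadjusted p under 0.05.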

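Among PIZ genes at day 3, 1 canonical and 2 non-canonical genes were DEG. At day 7, 0 of the 55 genes of Table S6 were DEG, with 7 at an unadjusted p under 0.05. The difference between the regions was tested for the 55 genes. At day 3, 0 genes differed past the thresholds and 11 had an unadjusted p under 0.05 (list median 0.13, adjusted p = 0.383). At day 7, 9 genes differed, 7 with a higher and 2 with a lower log2 fold change in the EZ, and 13 differed adjusted over the list alone. The 2 lower genes were Mapk8 and Prkca, which were downregulated DEG in the EZ and not DEG in the PIZ.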

In the peri-ictal zone, fewer canonical and non-canonical Wnt genes were dysregulated 3 days after SE than in the epileptogenic zone; none were represented 7 days after SE (Figure 4F,G). 

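At day 14 in the EZ, 1 of the 55 genes was a DEG, Sfrp5, named because of its call. Adjusted over the list alone the count was 0, with 15 genes at an unadjusted p under 0.05. The count was 0 without kainate mouse 27 and 4 without kainate mouse 14. In the PIZ, 0 genes were DEG and 4 had an unadjusted p under 0.05. From day 7 to day 14 the EZ effect changed past the thresholds for 1 gene, Prkca, and for 10 adjusted over the list alone.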

Wnt pathway gene differential expression was reduced in both regions 14 days after SE (Figure 4E,H). As Wnt gene dysregulation appeared to reduce progressively over the first 14 days after SE, these data suggest that the first 7 days after SE may represent the therapeutic window for potential Wnt-modulation-based interventions. 

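Table S6 was compared with the log2 fold changes obtained here for its 55 genes. The sign matched for 52 genes in the EZ at day 3, 55 at day 7 and 54 at day 14. In the PIZ it matched for 52, 55 and 55 genes. The median absolute difference was 0.020 in the EZ and 0.015 in the PIZ at day 3. No gene differed by more than 1 standard error in any of the 6 comparisons. For Btrc in the EZ at day 3, Table S6 gives a negative log2 fold change of -0.506.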

Differential expression of these genes over time in both the epileptogenic zone and peri-ictal zone is listed with respective log2 fold-change and adjusted *p*-values in Table S6.

### 2.6. Activated-Beta-Catenin Was Upregulated Early after SE Induction in the Epileptogenic and Peri-Ictal Zones

Our transcriptomic analysis suggests that canonical Wnt pathway expression is increased 3 days and 7 days after SE induction in the epileptogenic zone, and in the peri-ictal zone, 3 days after SE. 

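The paper proposes that canonical Wnt expression was increased in the EZ at days 3 and 7 and in the PIZ at day 3. For the EZ at day 3 it reasons from upregulated Fzd1, Lrp5, Lef1 and Ctnnb1 and from downregulated negative regulators that the pathway may be active. In the counts, these genes changed in the directions the paper gives in the EZ at day 3, with Ctnnb1, Gsk3b, Apc and Btrc below the fold change threshold. By camera the Reactome pathway Signaling by WNT had an adjusted p of 0.877 in the EZ at day 3. Under fry it was called upward at day 7 (adjusted p = 0.0121), as was the canonical list at both days. These tests look for a common direction, which positive effectors and negative regulators of an active pathway need not share. They therefore cannot decide on activation. Of the positive effectors in the PIZ at day 3, Lrp5 had a log2 fold change of 0.75 (SE 0.25, adjusted p = 0.0254), Fzd1 one of 0.27 (SE 0.26, adjusted p = 0.474) and Lef1 one of 0.10 (SE 0.21, adjusted p = 0.783). RNA levels of pathway members do not measure signaling itself.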

In order to determine whether the transcriptional changes we observed in the Wnt pathway reflect changes in molecular signaling during epileptogenesis, we evaluated the expression of the active form of beta-catenin, the central signaling molecule in the canonical Wnt pathway [33]. We evaluated activated beta-catenin expression through immunohistochemistry in the dentate gyrus 3 days, 7 days, and 14 days after SE induction (Figure 5). As expected, granule cell dispersion was evident in the epileptogenic zone 7 and 14 days after SE, with loss of doublecortin (DCX)-positive dentate granule cells (Figure 5C,D) [11,46,47]. We observed expression of active beta-catenin 3 days after SE induction both in the peri-ictal zone (Figure 5F) and the epileptogenic zone, especially in the subgranular zone and hilus (Figure 5B). Interestingly, active beta-catenin expression diminished at later time-points (Figure 5C,D,G,H), consistent with both our KEGG pathway data (Figure 4A,B) and individual gene expression transcriptional data (Table S6). Quantification of cell-specific expression 3 days after kainate injection demonstrated that 67.4 ± 9.8% of subgranular zone GFAP-positive glial cells and 27.8 ± 7.0% of DCX-positive dentate granule cells co-localized with active beta-catenin in the EZ, and 62.4 ± 11.2% and 27.2 ± 5.1%, respectively, in the PIZ (Figure S4). These results validate our finding of early canonical Wnt activation, as identified in the transcriptomic data.

## 3. Discussion

### 3.1. Transcriptomic Data Implicated a Role for Wnt Pathway Dysregulation in the Seizure Network in Early Epileptogenesis

There is increasing interest in understanding the molecular pathways underpinning pathological remodeling in epileptogenesis. Clinical epilepsy is characterized by the onset of spontaneous recurrent seizures, which often occur in a delayed fashion after exposure to a specific risk factor, such as febrile seizure, infection, tumor, and trauma [6,7,8]. Unfortunately, there are currently no clinical treatments that can be applied to prevent the development of epilepsy after exposure to a known risk factor. Insights into the pathways responsible will be critical for understanding the underlying disease mechanisms and generating novel therapeutic strategies to prevent epileptogenesis.

In the intrahippocampal kainate model of mTLE, the induction of status epilepticus by the injection of intrahippocampal kainate is followed by a latent period prior to the onset of spontaneous recurrent seizures 14 days after injection [14,15,16]. This represents a latent period during which epileptogenesis is believed to occur. Importantly, this latent period is recapitulated in clinical epilepsy. We therefore focused our investigation on this critical period, as the molecular processes that occur may be responsible for epileptogenesis and may represent novel therapeutic targets for seizure prevention. Our choice of time-points has been informed by prior studies. Hansen et al. (2014) performed RNA sequencing of the whole hippocampus using the systemic pilocarpine mouse model of generalized temporal lobe epilepsy [25]. Time-points were selected across various periods of epilepsy, with 12 h representing acute SE, 10 days considered the latent period, and 6 weeks representing chronic epilepsy. As might be expected, the investigators found that the three time-points differed in transcriptomic profile as they represent different phases of pre-clinical model epilepsy development. Interestingly, they found increased similarity between the 12 h acute SE and 6-week chronic phase, which the authors conclude may have been due to ictal activation-related changes, with the 10-day time-point representing a unique phase specific to epileptogenesis. These insights corroborate our choice of time-points within the latent epileptogenic period [16,25,48].

We focused our study on the hippocampal dentate gyrus as it undergoes extensive remodeling in epileptogenesis and is believed to be responsible for the development of spontaneous recurrent seizures in mTLE [10,11,13,43,49]. The dentate gyrus has been the focus of other studies, however, using systemic chemoconvulsant/generalized epilepsy model systems [22,23,26]. Uniquely, our use of a focal pre-clinical model of mTLE and transcriptomic examination of the bilateral dentate gyri allows for investigation of different regions of the seizure network, including the epileptogenic zone and peri-ictal zone, as it has been shown previously that both the ipsilateral and contralateral hippocampi undergo pathological remodeling events [30] and generate independent seizures [41]. Our study therefore uniquely provides insights into their relative contributions to epileptogenesis. This may enhance clinical translation, as there is increasing awareness of the role of the seizure network in human clinical epilepsy, with network nodes being targeted therapeutically and being believed to be responsible for seizure recurrence after epilepsy surgery [19,20,21,50].

Our data interestingly demonstrated shared patterns of transcriptomic dysregulation in the epileptogenic zone and the peri-ictal zone during the first week of epileptogenesis. These included enrichment of cell signaling, motility, and proliferation functional categories, as might be expected given the pathological remodeling of dentate granule cell neurons observed in the dentate gyrus during epileptogenesis. Interestingly these processes declined within 14 days of SE induction in both the epileptogenic zone (EZ) and peri-ictal zone (PIZ). Since extensive remodeling is observed in the epileptogenic zone and peri-ictal zone 2 weeks after seizure induction [30], it is possible that these early transcriptional changes may contribute to epileptogenic remodeling. Our finding that both the ipsilateral EZ and contralateral PIZ demonstrate shared transcriptional events corroborates with the description of the contralateral hippocampus as part of the seizure network as the contralateral hippocampus undergoes pathological remodeling and generates seizures after ipsilateral kainate injection [28,30,41]. These data, in conjunction with previously published findings, also have implications for the use of the contralateral hippocampus for baseline control measurements.

Our investigation of serial time-points highlights the dynamic nature of transcriptional dysregulation events after seizure induction. Our data demonstrate that cell-signaling events and Wnt signaling were increased 3 days after seizure induction and returned to baseline within 7 days. Moreover, by contrast, inflammation in the EZ was most apparent 7–14 days after seizure induction. 

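The change of the kainate effect on the 55 Wnt genes from day 3 to day 7 in the EZ had a median of 0.03 (adjusted p = 0.661). For this change 0 genes passed the thresholds and 8 had an unadjusted p under 0.05. In the PIZ, 0 genes passed and 2 had an unadjusted p under 0.05.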

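A comparison within kainate-injected mice, chosen after the data were seen, separated this change from that of the saline groups. From day 3 to day 7 in the EZ, interferon response genes rose by a median of 1.15 (adjusted p = 7.1e-12). Antigen presentation genes rose by 0.77 (adjusted p = 6.04e-05) and inflammatory response genes by 0.46 (adjusted p = 0.072). Between mice these rises were less clear, since the values of the days overlapped for all 3 lists. The mean log2 CPM per library rose by 1.179, 0.632 and 0.378 (exact permutation test, p = 0.0571, 0.2 and 0.343, adjusted p = 0.131, 0.263 and 0.439). In saline-injected mice the medians over the same days were 0.25 for interferon response and -0.49 for inflammatory response genes. From day 7 to day 14, the kainate effect fell by a median of 1.47, 1.52 and 1.14 for the 3 lists (adjusted p = 3.66e-09, 9.31e-08 and 1.01e-05). The size of this fall depended on kainate mouse 27. Without it the day 14 medians were 1.051, 0.892 and 0.678, against 2.431, 1.987 and 2.245 with it.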

If these processes are to be targeted for epilepsy treatment, accurate timing may be critical. Furthermore, sampling outside of this period may not capture these early gene changes. Indeed, in our data, immune processes followed a different time-course in the epileptogenic zone and peri-ictal zone. In the epileptogenic zone, immune representation was delayed, beginning 7 days after SE, and was sustained to 14 days after SE. Conversely, in the peri-ictal zone, immune processes were represented 3 days and 7 days after SE and were no longer represented 14 days after SE. These findings also suggest that inflammation may play a role in altering the neuronal phenotype and warrant further investigation in future studies.

In our previous work, we investigated the role of the Wnt pathway in epileptogenesis utilizing this model, finding that specific Wnt pathway ligands were differentially expressed in the epileptogenic zone and peri-ictal zone at a single time-point 3 days after SE induction [30]. 

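In the EZ at day 3, Wnt7b (ENSMUSG00000022382.16, chromosome 15, 85419638 to 85466674) had a log2 fold change of 1.39 (SE 0.17, adjusted p = 1.08e-07) and Wnt9a (ENSMUSG00000000126.12, chromosome 11, 59197567 to 59224378) one of -1.56 (SE 0.47, adjusted p = 0.0063). Wnt9a was not called in 6 of the 8 fits without 1 mouse, such as -1.31 without kainate mouse 30. In the PIZ at day 3, Wnt7b had 1.07 (SE 0.17, adjusted p = 1.93e-05), Wnt9a had -2.60 (SE 0.51, adjusted p = 3.04e-04) and Wnt5b had -0.01 (SE 0.32, adjusted p = 0.986). At day 7 in the EZ, Wnt7b had 0.54 (SE 0.17, adjusted p = 0.00674) and Wnt9a had -0.40 (SE 0.46, adjusted p = 0.472). Of 15 Wnt ligand genes that could be tested, 5 were upregulated and 1 downregulated DEG in the EZ at day 3. Wnt7a (ENSMUSG00000030093.8, chromosome 6, 91340959 to 91388460), the other most abundant ligand, had 0.34 (SE 0.19, adjusted p = 0.144).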

Data from our current study corroborate our previous findings, with upregulation of Wnt5b in the epileptogenic zone, Wnt7b upregulation across both the epileptogenic zone and peri-ictal zone, and Wnt9a downregulation across both the epileptogenic zone and peri-ictal zone, providing evidence for the robustness of the model. The whole transcriptome data in the current study builds on our previous work and suggests that canonical Wnt signaling mediators are upregulated in the epileptogenic zone during epileptogenesis, either in a causative capacity or reactive to SE. We also observed expression of active beta-catenin protein by immunofluorescence in the epileptogenic zone and peri-ictal zone 3 days after SE induction; while this correlated with our gene expression data for beta-catenin in the epileptogenic zone, it did not in the peri-ictal zone. However, beta-catenin is regulated both by expression and also by phosphorylation status and degradation by GSK3b [33]; therefore, transcription level of beta-catenin alone may not fully reflect signaling activity and activity of downstream genes. 

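In the PIZ at day 3, Ctnnb1 had a log2 fold change of 0.01 (SE 0.10, adjusted p = 0.955) (exact permutation test, p = 0.857). The sign of this value changed between settings, with -0.026 without kainate mouse 30 and 0.036 without kainate mouse 42. The immunofluorescence was not analyzed here.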

Direct assessment for active beta-catenin can provide a more accurate picture, as demonstrated in our immunohistochemistry and KEGG pathway data.

Differential gene expression in the Wnt pathway has been described in other animal pre-clinical epilepsy models, corroborating our findings. Canto et al. (2021) investigated transcriptomic and proteomic changes 15 days after SE, during the epileptogenic period, using the rat systemic pilocarpine bilateral temporal lobe epilepsy model; tissues were separated into dorsal and ventral dentate gyrus and CA3 sub-regions. The investigators observed a decrease in neuronal markers and increased microglial markers in the DG and CA3 sub-regions, and specifically implicated NMDA excitotoxicity, calcium/calmodulin-dependent protein kinase (CaMK), and LRRK2/Wnt signaling [22]. Interestingly, this study reported increased expression of CaMKs and LRRK2, which we observed in our data, as well as specific enrichment of the pathway “adult neurogenesis in the subventricular zone” in the dentate gyrus, which they concluded to be mediated by LRRK2, Wnt, and CDK5. 

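Of 11 genes of calcium/calmodulin-dependent kinases, 8 were downregulated and 1 upregulated as DEG in the EZ at day 3. The median log2 fold change was -1.20 (adjusted p = 0.000282). At day 7, 8 were downregulated and 2 upregulated, with a median of -1.18 (adjusted p = 0.00252). The PIZ median at day 3 was -0.47 (adjusted p = 0.0164). The upregulated gene at day 3 was Camk1 in both regions, named because of its call. Camk2b (ENSMUSG00000057897.15, chromosome 11, 5915791 to 6016362) had a log2 fold change of -1.05 (SE 0.28, adjusted p = 0.00227) in the EZ at day 3, and -0.91 without kainate mouse 38 (adjusted p = 0.0184). Lrrk2 (ENSMUSG00000036273.16, chromosome 15, 91557083 to 91700604) was upregulated, at 1.19 (SE 0.27, adjusted p = 5.13e-04) in the EZ at day 3 and 0.57 (SE 0.27, adjusted p = 0.0707) at day 7. At day 14 it had 1.09 (SE 0.28, adjusted p = 0.0114), and 1.29 without kainate mouse 36, where it was a DEG.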

LRRK2 is a Wnt signaling scaffold protein that has been implicated in the pathogenesis of Parkinson’s disease [51] and mediates canonical Wnt signaling [52].

Other Wnt-related processes were also upregulated in the DG, including nuclear factor kappa b (NFKB) and transforming growth factor-beta (TGF-beta) signaling. TGF-beta signaling has been observed after neurological injury and has been shown to modulate the extracellular matrix, specifically affecting peri-neuronal nets surrounding inhibitory neurons; TGF-beta has therefore been mechanistically linked to post-traumatic epilepsy [53]. Supporting this hypothesis, blockade of TGF-beta signaling by losartan prevented seizures in an albumin-induced epilepsy model [54]. Serum albumin release into the brain after blood–brain barrier disruption has been specifically implicated in upregulating TGF-beta signaling and is associated with astrocyte and microglial activation as well as a pro-inflammatory response including NFKB activation [55]. Indeed, given the relationship between inflammation and NFKB signaling [56], NFKB has also been implicated in regulating seizure threshold [57] and may potentiate neuronal death in temporal lobe epilepsy [58,59]. Additional pathways may also, therefore, contribute to the development of epilepsy.

Given the variability in pre-clinical epilepsy models, Dingledine et al. (2017) utilized a number of rat pre-clinical generalized epilepsy models, including systemic pilocarpine, systemic kainite, and electrical kindling models, and extracted the mid-layer of the right dentate gyrus for RNA sequencing. Of the 72 dysregulated genes common to all models, 19 genes were related to Wnt signaling. These genes were ABCD2 [60], C1s [61], CBFB [62], CRIM1 [63], Ext1 [64], FAM129B [65], FAT1 [66], GDF10 [67], GPC3 [68], KHDRBS3 [69], KLF15 [70], Lox [71], MMP9 [72], NTF3 [73], SS18 [74], SSBP3 [75], TRH [76], Wls [77], and ZMIZ1 [78]. Of these genes, 17 are represented in our transcriptomic data, highlighting the overlap in molecular signaling identified in their study and ours. 

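All 19 genes of that list, with Fam129b under its present name Niban2, could be tested here. In the EZ, 13 were DEG at day 3, 7 upregulated and 6 downregulated. At day 7, 14 were DEG, 9 upregulated and 5 downregulated. The day 3 count was 8 without saline mouse 29. At day 14, 3 were upregulated DEG, C1s1, Niban2 and Trh. In the PIZ, 5 were DEG at day 3 and 0 at day 7, where 6 had an unadjusted p under 0.05. Genes are named because of their calls. The most abundant were Zmiz1 (ENSMUSG00000007817.16, chromosome 14, 25459304 to 25667171), with a log2 fold change of 0.94 (SE 0.12, adjusted p = 1.09e-07) in the EZ at day 3, and Ssbp3 (ENSMUSG00000061887.15, chromosome 4, 106767898 to 106906891), at 0.41 (SE 0.19, adjusted p = 0.0631). As a list they had no common direction (adjusted p = 0.768 at day 3).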

The authors did not, however, specifically implicate the Wnt pathway. Their methods investigated the mid-layer of the dentate granule cell layer by laser microdissection. While specific for the dentate, this method excluded the region adjacent to the hilus containing immature dentate granule cells, which are known to undergo remodeling during epileptogenesis [12,30,79]. Our histological examination demonstrated that, within the dentate gyrus, active beta-catenin (a marker of canonical Wnt signaling activation) was predominantly expressed in this region adjacent to the subgranular zone and less so in the mid-dentate gyrus. This provides some suggestion as to why Wnt signaling may have been less represented in their study overall. Interestingly, we observed active beta-catenin staining in subgranular zone glial cells and immature dentate granule cells, suggesting that in early epileptogenesis, canonical Wnt signaling is increased over baseline levels [37,38], an observation also made in other studies [27,29,80]. This suggests that canonical Wnt signaling may contribute to aberrant development of dentate granule cells during epileptogenesis.

Work by Theilhaber et al. (2013) also implicated Wnt signaling in pre-clinical epileptogenesis. Using a neonatal rat pup hypoxia model of generalized epilepsy, the whole hippocampus and cortex were analyzed by RNA sequencing; the investigators observed increased expression of canonical Wnt signaling molecule genes such as beta-catenin, LRP6, and Dvl3, as well as inhibitors such as GSK3b, sFRP2, and Wif1. Notably, in this model, hippocampal cell death is not observed after hypoxic seizure, which differs from kainate-based models [81,82]. Nonetheless, the findings of Wnt dysregulation across numerous different pre-clinical epilepsy models potentially suggest that the Wnt pathway may be relevant in the pathogenesis of epilepsy. Indeed, the Wnt pathway has been implicated experimentally in several rat epilepsy models. Using a systemic pilocarpine model, mossy fiber sprouting into the CA3 region of the hippocampus correlated with N-cadherin and beta-catenin expression, suggesting that the canonical Wnt signaling plays a role in pathological axonal sprouting and path-finding in epilepsy [39]. Similarly, using an electroconvulsive epilepsy model, increased expression of Wnt2 and beta-catenin was observed in the hippocampal subgranular zone during the first 48 h after seizure induction, supporting our observation that canonical Wnt signaling is upregulated in early epileptogenesis [80]. In a systemic kainate rat epilepsy model, seizure induction was associated with a reduction in canonical Wnt signaling mediators Wnt1, beta-catenin, Dvl1, and phospho-GSK3b (inactive Wnt inhibitor) 72 h after injection; anti-epileptic drug treatment (carbamazepine) increased expression of these canonical Wnt signaling mediators and was associated with reduced neuronal death, as well as reduced glutamate excitotoxicity, implicating canonical Wnt signaling as a potential neuroprotective signaling pathway [31]. Supporting a neuroprotective role for canonical Wnt signaling, in a chronic systemic pilocarpine rat epilepsy model, epileptic animals were found to have reduced synaptic spine density in the dentate gyrus and CA1 regions of the hippocampus, as well as long-term potentiation at CA1 Schaffer collaterals, which was associated with reductions in canonical Wnt signaling; intermittent hypobaric hypoxia rescued these deficits in a canonical-Wnt-signaling-dependent manner as DKK1 infusion (canonical Wnt inhibitor) blocked its therapeutic effect [32]. Competing with these observations, however, is the finding that HBP1 knockout mice (a known repressor of Wnt signaling [83]) developed spontaneous seizures, which the investigators attributed to increased Wnt and mTor signaling within the first 5 days after systemic chemoconvulsant injection [29].

As a result, the specific role of Wnt pathway dysregulation in epileptogenesis remains to be fully elucidated. Given the complexity of the signaling pathways, including mixed changes in expression of the non-canonical pathways and inhibitor molecules evidenced in our data, it is possible that the role of Wnt pathway dysregulation in epileptogenesis may be temporally defined, as it is during hippocampal neurogenesis [84]. Furthermore, different Wnt pathways and signaling mediators may play different roles in the formation of the epileptogenic zone and peri-ictal zone. Indeed, Wnt signaling has been reported as both protective and deleterious in rat generalized epilepsy models; the effect of network/region-specific changes remain to be fully elucidated [29,31,32,39,80].

### 3.2. Study Limitations

There are limitations of our study that ought to be considered in interpretation of the data. The pre-clinical focus uniquely allows access to mammalian hippocampal tissues at early timepoints during epileptogenesis, which cannot be routinely accessed in human epilepsy patients as time to presentation for epilepsy surgery can be many years from first presentation [85]. Variation in pre-clinical models and their concordance with clinical epilepsy must therefore be considered; the presence of pathological changes in the dentate gyrus of epileptic mice and humans is now well documented, with shared histological features such as granule cell dispersion, hippocampal sclerosis, aberrant migration, and dendrite formation [10,12,13,86,87,88,89,90]. These lend biological credibility to pre-clinical animal models; however, human studies are still needed to validate pre-clinical findings and generate hypotheses for development of novel therapeutics targeting epileptogenesis. Human tissue studies have been reported, and though interpretation of findings is limited by the use of cadaveric and allogenous tumor-associated tissues as controls, Wnt pathway genes such as casein kinase have been observed in human mTLE [24,91]. Attempting to increase the fidelity of pre-clinical models to human clinical epilepsy is therefore of value to improve translation. Our utilization of a focal model of mesial temporal lobe epilepsy as a model for human mTLE aims to address this; however, the use of kainate injection may not accurately recapitulate the typical etiology in humans. Nonetheless, insights can be made into the epileptogenic process.

Given the role of the dentate gyrus in epileptogenesis, our study focused on micro-dissected dentate gyrus tissue, as described previously [30], as opposed to laser microdissection studies that focus on specific sub-regions of the dentate gyrus [23], and largely excluded immature dentate granule cells, the principal cell type aberrant in pre-clinical TLE [12,79]. While the dissected tissue does include the hilus region, the whole dentate is sampled and thereby includes immature and mature neurons as well as associated non-neuronal cell types, thereby reflecting the overall signaling environment in the dentate gyrus. Another limitation of our study, therefore, is that in using bulk RNA-seq for transcriptomic analysis, we cannot uncover cell-type-specific contributions. The specific contributions of individual cell types to the signaling environment will require further cell-specific studies.

## 4. Materials and Methods

### 4.1. Animal Husbandry and Experimental Design

Experiments were performed using adult wild-type C57Bl6/J mice (Jax #000664) of 8–10 weeks of age. Mice were housed in group cages with a maximum of 5 animals per cage, with free access to food and water ad libitum, according to local IACUC guidelines. All animal procedures were performed in accordance with the Indiana University animal care committee’s regulations. For these experiments, mice received either unilateral intrahippocampal saline (control) or unilateral intrahippocampal kainate by stereotactic injection. Brains were extracted 3 days, 7 days, and 14 days after intrahippocampal injection, and dentate gyri were anatomically dissected from both hemispheres for RNA sequencing. Each of the 6 groups included 4 animals, 2 male and 2 female. Samples were analyzed separately and not pooled; our use of 4 independent animals for each group meets or exceeds sample numbers described in other studies [25,27,92].

### 4.2. Intrahippocampal Kainate-Induced Status Epilepticus

Mice were induced and maintained under anesthesia with isoflurane by spontaneous respiration. The head was secured with ear bars in a stereotactic apparatus (Stoelting, Wood Dale, IL, USA), the head was shaved, and the scalp was sterilized with alternating ethanol and betadine. A single midline incision was made, and stereotactic coordinates were obtained relative to bregma. A single burr hole was placed at ML + 1.8, AP − 2.1, and the debris was cleared with sterile saline injection. The injection needle (Hamilton, Reno, NV, USA) was slowly advanced to DV -1.9 from the skull. A total of 85 nl of sterile normal saline or kainate (18.7 nM in normal saline, MilliporeSigma, Burlington, MA, USA) was delivered over 1 min using the Quintessential Stereotactic Injector (Stoelting, Wood Dale, IL, USA); the needle was retained in position for 2 min to prevent reflux prior to slow removal. The skin was closed using VetBond dermal glue (3M, Saint Paul, MN, USA), and the animal was recovered in a warmed chamber. Seizures were scored for 2 h after injection by modified Racine scale [93]; stages 1 and 2—freezing, head nodding, mastication; stage 3—forelimb clonus; stage 4—rearing; stage 5—rearing and falling; stage 6—“popcorn”-type seizure. Induction of status epilepticus (SE) is well described after intrahippocampal kainate injection; therefore, seizure induction was confirmed behaviorally without the use of EEG, as described previously [11,40,79,94,95,96]. Only mice that underwent at least one observed Racine 3–6 seizure were included in the epilepsy group; all animals that received kainate incurred a Racine 3–6 seizure within the 2 h observation period, and no saline-injected mice demonstrated behavioral seizure activity. Mice received food saturated with pediatric Tylenol (3.2 mg/mL) for 24 h after surgery for analgesia, as required by local IACUC guidelines, and soft food daily until tissue extraction. Tylenol is not an anti-inflammatory drug [97,98], and non-steroidal anti-inflammatory drugs (NSAIDs) were not administered.

### 4.3. RNA Extraction and Library Preparation

Brains were extracted 3 days, 7 days, and 14 days after intrahippocampal injection. The dentate gyri were anatomically microdissected in an RNAse-free environment. The ipsilateral and contralateral dentate gyri were isolated separately and hemisected into dorsal and ventral parts as described previously [30]; dorsal dentate gyri were used for transcriptomic analysis. The ipsilateral dentate gyrus has been shown to undergo extensive neuronal loss, gliosis, and remodeling of immature dentate granule cells [43,47,99]; the contralateral dentate gyrus also undergoes remodeling and generates independent seizures [30,41]. Therefore, as published previously [30], the dorsal ipsilateral dentate gyrus tissue is denoted to represent the epileptogenic zone (EZ), synonymous with the ictal zone, and the dorsal contralateral dentate gyrus tissue is denoted to represent the peri-ictal zone (PIZ). Tissues were preserved in RNALater (AM7020, Invitrogen, Waltham, MA, USA) for 24 h at 4 °C, mechanically macerated (Kimble-Chase, Vineland, NJ, USA), and stored at −80 °C until all tissues were collected. RNA extraction was performed for all samples simultaneously, utilizing high-throughput automation. Samples were prepared for extraction using the standard protocol for lipid-rich samples described in the QIAsymphony RNA Handbook (November 2020 edition). Tissue disruption and homogenization was carried out using a Qiagen Tissuelyser II. RNA extraction was performed using a QIAsymphony SP (protocol: RNA_CT_800_V7, kit: QIAsymphony RNA Kit (192), catalog no. 931636). In brief, RNA was separated from lysates through binding to magnetic particles, DNA was removed by RNase-free Dnase treatment, and RNA was eluted into 100 µL of RNase-free water and analyzed using an Agilent 4200 TapeStation. All samples received RNA integrity scores over 7.5. Poly-A selected libraries were prepared with the Illumina TruSeq Stranded mRNA Library Preparation Kit protocol (catalog no. 20020595). The libraries were analyzed by Agilent 4200 TapeStation, and pooled. The pooled libraries were loaded on a NextSeq 500 High Output v2.5 run with a 75-cycle sequencing module (catalog no. 20024906) to generate paired-end reads. The demultiplexing of the reads was performed with bcl2fastq version 2.20.0 (Illumina, San Diego, CA, USA).

### 4.4. RNA Sequencing and Bioinformatic Analysis

A total of 48 poly-A selected RNA-seq libraries were sequenced to an average depth of 27.8 million read pairs. On average, 24.5 million read pairs were mapped as properly paired reads (88%) per sample. Of these 24.5 million read pairs, 21.2 million could be assigned to known features (87%). 

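The mean total of the 48 count columns was 21.9 M. Thinned to the lowest total, the counts gave 5040 DEG in the EZ and 1729 in the PIZ at day 3.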

NextSeq reads were trimmed using fastp (version 0.20.1) with parameters “-l 17 --detect_adapter_for_pe -g -p” [100]. The resulting reads were mapped against GRCm39 using HISAT2 (version 2.2.1) with parameters “--rna-strandness F” [101]. HISAT uses Bowtie2, which is based on the Burrows–Wheeler transform algorithm for sequence alignment and allows for mapping across exon junctions [102]. Read counts for each gene were created using featureCounts from the Subread package (version 1.6.4, Bioconductor, Boston, MA, USA) with the parameters “-O -M --primary -p --largestOverlap -s 2 -B” and Gencode M28 as the annotation [103,104]. Differential expression analysis was performed using the DESeq2 package (version 1.32.0) in R/Bioconductor (R version 4.1.1, Bioconductor, Boston, MA, USA) [105]. Functional analysis was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) version2022q1 (FIS, Jacksonville, FL, USA) [106,107]. DAVID is an online functional annotation tool used for gene enrichment analysis. Gene lists for each timepoint were selected using fold-change (FC) > 1.5 and false discovery rate (FDR) < 0.01, then analyzed through DAVID web services using custom perl scripts. Gene ontology (GO) terms (GOTERM_XX_FAT), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and BioCarta Pathways were used for the functional enrichment analysis [108,109,110,111,112,113]. KEGG and BioCarta are online databases of chemical and biological networks used to ascribe pathway enrichment in large datasets. GO terms are formal representations of biological domains and functions. Genes with FDR < 0.01 and FC < ±1.5 were also considered in data analysis, specifically when considering overlapping gene expression groups in Figure 2 (labeled as Sig < 1.5 FC), in order to include significant genes with less than ± 50% alteration in expression level that may nonetheless be biologically significant.

### 4.5. Immuno-Histochemistry

Animals were transcardially perfused with saline and 4% paraformaldehyde (Sigma-Aldrich, St. Louis, MI, USA) in 0.1 M PBS. Brains were extracted and placed in 4% PFA for 24 h, then dehydrated in 30% sucrose prior to sectioning. Coronal sections of the brain were obtained using a cryostat (Leica Microsystems, Wetzlar, Germany) at 40 µm slice thickness. Slices were blocked and permeabilized in PBS containing 5% normal goat serum (Cell Signaling, Danvers, MA, USA) and 0.4% Triton-R X-100 (Alfa Aesar, Haverhill, MA, USA) for 1 h. Primary antibodies were applied at 1:500 overnight at 4 °C, and Alexa-Fluor-conjugated secondary antibodies (Life Technologies, Carlsbad, CA, USA) were applied at 1:1000 overnight at 4 °C. DAPI was applied at 1:10,000 dilution for 45 min, and sections were mounted with VectaShield HardSet (H-1400, Vector Laboratories, Newark, CA, USA). Antibodies included activated beta-catenin (05-665, MilliporeSigma, Burlington, MA, USA) and doublecortin (AB2253, MilliporeSigma). Images were obtained by confocal microscopy (Olympus FV1000, 20×, 405 nm 5%, 473 nm 3%, 559 8%), and all images were acquired at identical settings.

## 5. Conclusions

In conclusion, our study investigated transcriptomic changes across a focused period during epileptogenesis, the latent period between status epilepticus and the development of spontaneous recurrent seizures. We differentiated between different regions within the seizure network, utilizing the intrahippocampal kainate model of focal mesial temporal lobe epilepsy to examine the epileptogenic zone and the peri-ictal zone. We specifically examined Wnt pathway dysregulation and found canonical Wnt pathway activation in the epileptogenic zone and peri-ictal zone early in the latent period. Whether the canonical Wnt pathway is acting in a causative or reactive manner remains to be determined in future studies. Many questions remain: Can these pathways be modulated to alter the course of epileptogenesis? Do various clinical presentations and pre-clinical models of epilepsy share common signaling pathways? Is there re-emergence of various signaling pathways during breakthrough clinical seizures or during recurrence after epilepsy surgery? Our database can be interrogated to determine the involvement of other molecular pathways in the formation of the seizure network. There remains a need for improved graphic representation, data integration amongst studies, and defined epilepsy-specific gene-sets for data analysis interpretation. With these, a more integrated view of epileptogenesis may be achieved.

## Figures and Tables

**Figure 1:**
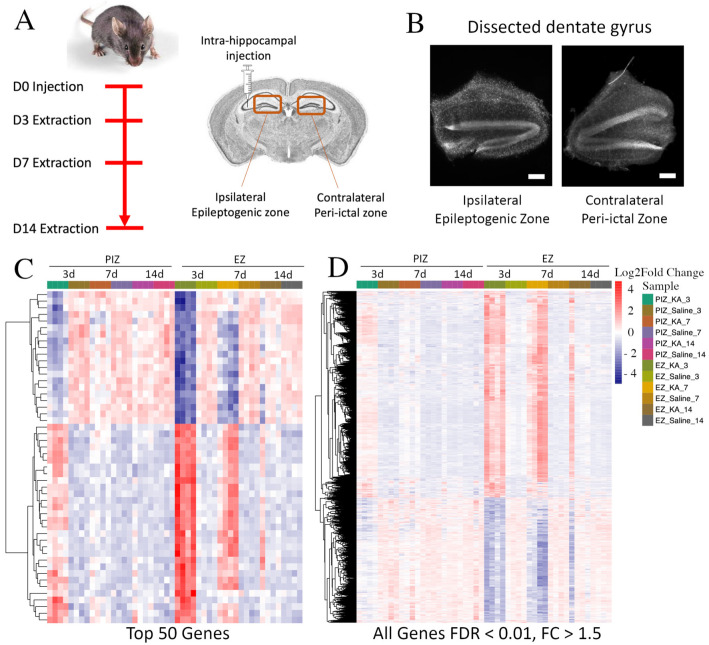
RNA sequencing of the ipsilateral and contralateral hippocampal dentate gyri during epileptogenesis. (**A**) Timeline and schematic of the experimental design. Mice were injected unilaterally in the hippocampus with kainate to induce SE or with saline control and sacrificed 3 days, 7 days, and 14 days after injection. The bilateral dentate gyri were harvested, and the dorsal portions underwent RNA sequencing. (**B**) Representative DAPI-stained brightfield coronal sections of anatomically dissected ipsilateral and contralateral dentate gyrus; scale bar 100 µm. Hierarchical cluster analysis demonstrating (**C**) the top 50 genes and (**D**) genes across the entire transcriptome with FDR < 0.01 and FC > ±1.5 dysregulated in the EZ and PIZ 3 days after SE induction across all samples. *n* = 4 mice per experimental group (2 males and 2 females).

**Figure 2:**
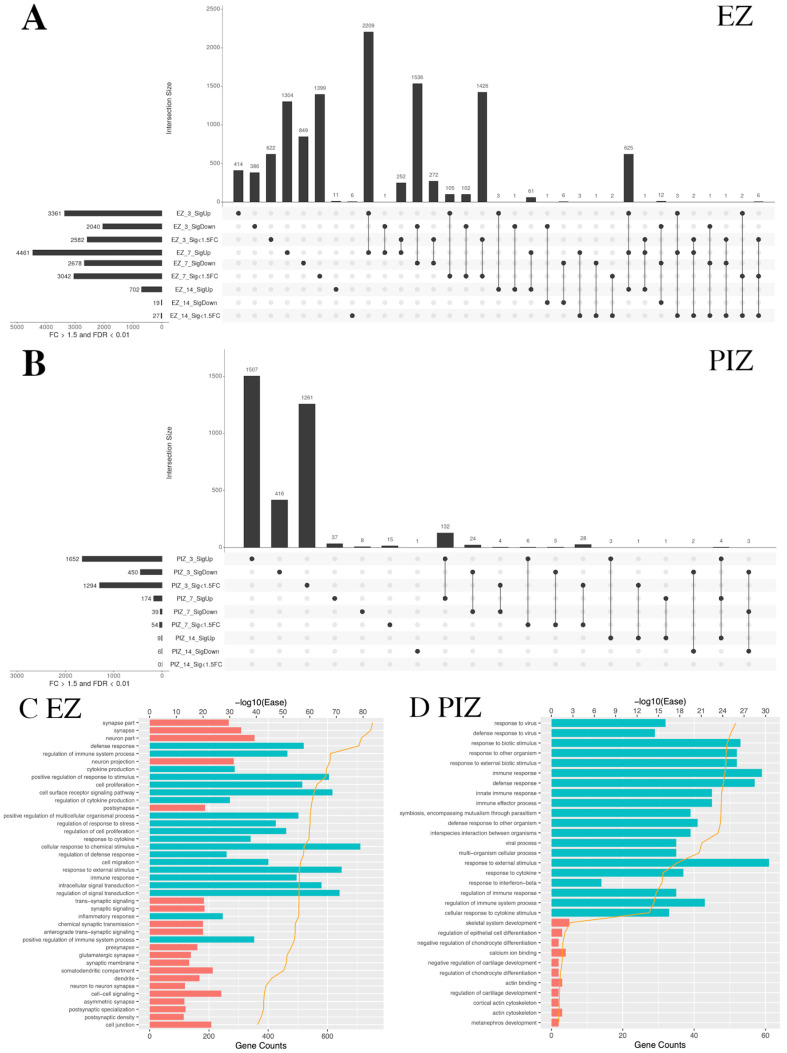
UpSet plots depicting the extent of shared transcriptional dysregulation in the EZ and PIZ across the first 2 weeks of epileptogenesis. In each UpSet plot, the vertical bars represent gene number for the corresponding group/overlapping groups. Below the histogram, the circle-line chart shows the group depicted for each bar; individual dots denote genes specific to an individual group, and linked dots represent overlapping gene groups. The horizonal bars denote total gene number for each region/time-point/differential expression group. Significantly upregulated genes are labeled as SigUp, significantly downregulated genes are labeled as SigDown, and genes with FDR < 0.01 but with less than 50% fold change are labeled as “Sig < 1.5 FC”. (**A**) Overlapping gene groups in the epileptogenic zone 3, 7, and 14 days after seizure induction. (**B**) Overlapping gene groups in the peri-ictal zone 3, 7, and 14 days after seizure induction. (**C**) Top 20 upregulated and dysregulated DAVID gene ontology terms in the EZ shared between the 3-day and 7-day time-points. (**D**) Top 20 upregulated and dysregulated DAVID gene ontology terms in the PIZ shared between the 3-day and 7-day time-points. Tables listing names for the genes represented in each UpSet plot can be found in Tables S1 and S2.

**Figure 3:**
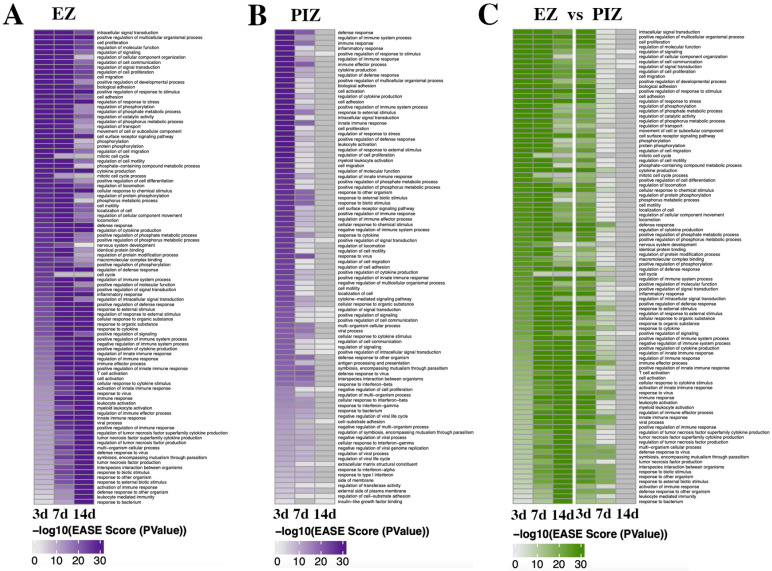
Gene Ontology term enrichment in the EZ and PIZ over the first 2 weeks of epileptogenesis. Significant DAVID pathway gene ontology terms are expressed over the first 2 weeks of epileptogenesis as heatmaps across the EZ and PIZ. (**A**) Enrichment of GO terms in the EZ, 3 days, 7 days, and 14 days after SE induction. (**B**) Enrichment of GO terms in the PIZ, 3 days, 7 days, and 14 days after SE induction. (**C**) Depiction of GO term enrichment in the PIZ of the most highly enriched GO terms in the EZ, demonstrating how GO terms enriched in the EZ are represented in the PIZ across the first 2 weeks of epileptogenesis.

**Figure 4:**
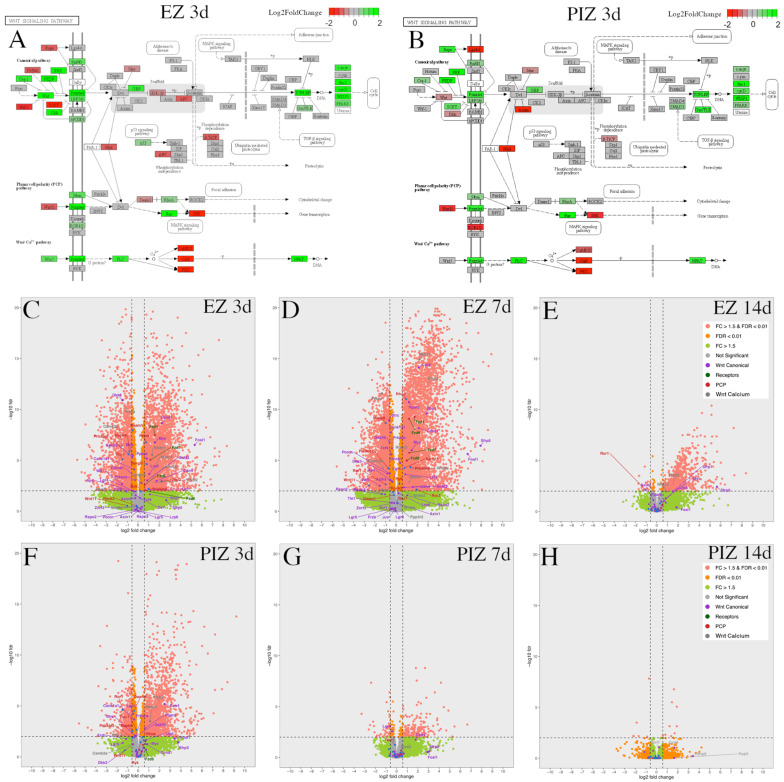
Wnt pathway transcriptional dysregulation in the EZ and PIZ during the first 2 weeks of epileptogenesis. Modified KEGG pathways representing canonical and non-canonical planar cell polarity and calcium pathway Wnt signaling 3 days after SE induction in the (**A**) EZ and (**B**) PIZ. Scale bar represents log2 fold-change in transcription; green color denotes upregulation and red color denotes downregulation. Modified KEGG Wnt signaling pathways for other time-points can be found in Figure S3. Whole transcriptome volcano plots with Wnt signaling mediators individually labeled in the EZ (**C**) 3 days, (**D**) 7 days, and (**E**) 14 days, and in the PIZ (**F**) 3 days, (**G**) 7 days, and (**H**) 14 days after SE induction; dashed lines denote FDR < 0.01 and FC > ±1.5 (equivalent to log2 fold-change > ±0.585). Pink dots represent genes with FDR < 0.01, FC > ±1.5; orange dots represent genes with FDR < 0.01, FC < ±1.5; green dots represent genes with FDR > 0.01, FC > ±1.5; gray dots represent genes with FDR > 0.01, FC < ±1.5. Log2 fold-change values and adjusted *p*-values for these Wnt genes can be found in Table S6.

**Figure 5:**
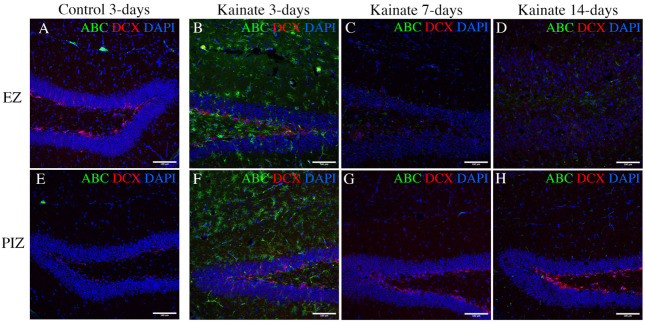
Immunohistochemical evidence for canonical Wnt activation in the hippocampus. Immunofluorescent images demonstrating active beta-catenin (ABC—a marker of canonical Wnt pathway activation) and doublecortin (DCX—a marker of immature dentate granule cells) in (**A**–**D**) the EZ (upper row), and (**E**–**H**) the PIZ (lower row) dentate gyrus. Images demonstrate active beta-catenin expression level (green) (**A**,**E**) in control mice 3 days after saline injection (7 days and 14 days unchanged, data not shown), and in kainate-injected mice (**B**,**F**) 3 days, (**C**,**G**) 7 days, and (**D**,**H**) 14 days after SE. Scale bar 100 µm.

## Data Availability

Associated materials and protocols are available upon request. The RNA-seq datasets are accessible through NCBI Gene Expression Omnibus at GEO series accession number GSE213393.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms231912030/s1.

How the deposited data were processed for this re-analysis (not part of the article)

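RNA from the dentate gyrus was measured in 48 libraries, 1 from the EZ and 1 from the PIZ of each of 24 mice. The 12 groups of 4 libraries were defined by region, injection and day as the sample records give them. Per the authors, reads were trimmed with fastp, aligned with HISAT2 to GRCm39 and counted on Gencode M28 genes with featureCounts, and the raw counts were deposited as integers per gene and library without normalization. With the authors' settings a read that maps to several places was counted at its primary alignment, so counts of genes with close relatives are uncertain. The count table held 55357 genes, and 98.90% of their identifiers were matched to the Gencode M39 annotation used here for positions, gene length and GC content.

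All computation started from these counts, in R 4.3.3. With edgeR 4.0.16, genes were filtered with filterByExpr over the 12 groups, libraries were scaled by TMM, and a quasi-likelihood model with 1 mean per group was fitted to all 48 libraries. The comparisons were kainate against saline in each region at each day (6), the difference of these effects between regions at each day (3), the difference between successive days within the EZ and from day 3 to day 7 in the PIZ (3), and saline EZ against saline PIZ at each day (3). DEG were called at an adjusted p under 0.01 with a fold change over 1.5, and adjustment was over the genes of 1 comparison. The standard error of a log2 fold change was its absolute value divided by the square root of F. Values of single libraries were log2 CPM with a prior count of 2, compared with exact permutation tests over all splits of 4 mice against 4, or with exact sign-flip tests where both sides of the same mice were compared. The 2 libraries of a mouse correlated between -0.054 and 0.376 in their residuals, and with 4 pairs the smallest exact p is 0.125, so pairing entered as an alternative.

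Library totals lay between 17762656 and 25712975 counts. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and list medians are also given with such genes at the bound this sets. On simulated data of the same size, 92.8% of genes changed 4-fold and 55.1% of genes changed 2-fold were called. A list of 25 raised genes had a camera p of 1.81e-112 and a list of 25 unchanged genes one of 0.305. The simulated counts had no correlation between genes or between the 2 sides of a mouse, and the same spread in all groups. These rates and p therefore do not carry over to the data.

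Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 32 lists, 18 Reactome pathways and 10 comparisons, and a list was called at an adjusted p under 0.05. The lists were interferon response, antigen presentation, inflammatory response, microglia, reactive astrocyte, homeostatic astrocyte, oligodendrocyte, endothelium, proliferation, cell death, adhesion and migration, synapse, granule cell, interneuron, immature neuron, choroid plexus, meninges and fibroblast, CA1 pyramidal, CA3 pyramidal, thalamus, blood, immediate early, Wnt feedback targets, TGF-beta, NF-kB, the Wnt genes of Table S6, their canonical and non-canonical parts, Frizzled, Wnt ligands, the Wnt genes of an earlier study that the paper cites, and CaMK genes. Of the inflammatory response list, Il6, Cxcl1 and Cxcl2 had too few counts to be tested. Fcrls of the microglia list was not found under that name in the annotation and was not tested. GO terms were not recomputed here.

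Genes named in the text are those that sections 2.5, 2.6 and 3.1 of the paper name, Axin2, Tcf7, Tcf7l1 and Tcf7l2, the 2 upregulated and 2 downregulated DEG with the smallest p in each comparison, and the 2 most abundant members of each list. Other genes are named where a count was 5 or fewer. Some genes that this rule selects are not reported here.

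The groups, comparisons, thresholds, lists, naming rule and the alternatives were chosen before the data were examined, apart from the additions named below. The alternatives were DESeq2 1.42.0, limma-voom with quality weights, models of only the compared groups or only the libraries of a region, RLE size factors, library size only, no filter for low counts, at least 10 counts in every library, an adjusted p under 0.05, a glmTreat test against a fold change of 1.5, mouse as a block, and each mouse left out in turn. For lists they were fry and camera with the inter-gene correlation estimated from the data. Added after the data were seen were a correction for GC content and gene length, changes between days within the kainate or the saline libraries, and splits of the mice with all 48 libraries in the model. Histology and immunofluorescence were not analyzed here.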

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

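The tests of a mislabelled animal, of a raised saline EZ at day 3 and of the injection track were chosen after the results were seen, as were the splits for the region difference at days 3 and 14, for the change from day 7 to day 14 and for saline EZ against PIZ at day 14. The splits with all 48 libraries in the model were added after the data were seen.

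Among 168 combinations of 14 measures and 12 groups, 11 had 1 library far from the other 3, where chance at the 5 percent level gives 8.4. The total is thus near what chance gives, but it does not take account of how they fell over the mice. Mouse 27, injected with kainate and sampled at day 14, gave 7 of the 11. Its EZ library had a first principal component of -121.6, against 2.43 to 26.25 in the other 3 mice. Its 50 most abundant genes held 17.11% of counts, against 14.9 to 15.1. The mean log2 CPM of interferon response genes was 5.022 in its EZ, against 2.083 to 2.497, and 2.152 in its PIZ, against 1.024 to 1.199. In the PIZ, inflammatory response genes had 0.469 and proliferation genes 1.909, where the others reached 0.059 and 1.25. Immature neuron genes had 2.574 in the EZ, against 4.004 to 4.2.

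The EZ values of mouse 27 correlated across genes with the day 7 kainate effect at 0.874 and with the day 3 effect at 0.790, whereas the other 3 mice had 0.173 to 0.507 with the day 7 effect. Genes are not independent replicates, and this is 1 mouse. An animal of an earlier day under the wrong label could give such values, and so could a mouse with a more severe or longer response, and these cannot be told apart because the counts carry no record of the day. Without mouse 27 the EZ had 7 DEG at day 14, but without saline mouse 28, 39 or 31 it had 137, 59 and 30, without saline mouse 24 more than 4-fold fewer than 504, and without kainate mouse 36, 14 or 40 it had 893, 835 and 793, so this alone does not show that 1 mouse carries the difference. For the gene lists the medians at day 14 fell to 1.051 for interferon response, 0.678 for inflammatory response and 0.892 for antigen presentation without this mouse, which is consistent with 1 mouse carrying much of each difference, from 2.431, 2.245 and 1.987 with it. These lists stayed past the camera threshold without it, inflammatory response with the largest adjusted p of 2.29e-10. When the 8 libraries were modeled alone, 0 genes were DEG (1665 at an unadjusted p under 0.05). A count of 0 is reached by all 35 splits whatever the data, so that comparison says nothing. The larger number with all libraries may rest on a spread that is too small for this group because it is shared over 12 groups, and fewer libraries also leave less power. With all 48 libraries in the model, 1 of 35 splits gave as many DEG, the real one. By camera p, 1 of 35 splits was as strong at day 14 in the EZ for each of the interferon response, inflammatory response and antigen presentation lists. Severity of seizures in this mouse stays open and untested.

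The remaining 4 were single values. Saline mouse 31 had 27425 genes detected in the PIZ at day 14, against 28210 to 28294, and a mean of 1.697 for reactive astrocyte genes in the EZ, against 1.954 to 2.006. Saline mouse 89 had 1.93 for antigen presentation in the EZ at day 7, against 2.236 to 2.289. Kainate mouse 21 had 1.064 for proliferation in the PIZ at day 7, against 1.877 to 1.995. No biological explanation was tested for these.

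The kainate effect differed between the regions for 14 genes at day 3 and 2115 at day 7. With the compared libraries alone, 1159 genes passed at day 7, and 1 of 35 splits of the mice gave as many, the real one. At day 3, 0 genes passed in that model (4515 at an unadjusted p under 0.05), a count that all 35 splits reach whatever the data. With all 48 libraries 1 of 35 splits gave 14 or more. Leaving out 1 mouse gave from 2 genes (mouse 29) to 208 (mouse 44) at day 3. At day 14, 0 genes passed (1562 at an unadjusted p under 0.05), and 35 of 35 splits reach 0 in the same way. The day 7 number was 1 without mouse 21, 149 without 20, 188 without 35, 221 without 89, 654 without 34, 799 without 33 and 3752 without 23. Lower depth of the PIZ libraries is argued against as the cause of fewer DEG there, since with every library thinned to the depth of the smallest the EZ had 6734 DEG at day 7 and the PIZ 41. The distance of the PIZ from the injection and the spread of seizures stay open, untested.

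Between day 3 and day 7 the EZ effect changed for 31 genes. With all libraries 4 of 60 splits gave as many or more, so chance may give this number. In models of the compared libraries the number was 3, and 6 of 100 splits gave as many or more. Leaving out 1 mouse gave 8 (mouse 20) to 83 (mouse 23). From day 7 to day 14 the EZ effect changed for 58 genes, and 4 of 60 splits with all libraries gave as many. In the smaller model the number was 0 (4267 at an unadjusted p under 0.05), which 100 of 100 splits reach whatever the data. Leaving out 1 mouse gave from 1 gene (mouse 89) to 4087 (mouse 27). The fall in DEG from day 7 to day 14 is not a matter of depth, since day 7 kept that number of DEG when thinned. In the PIZ the effect changed for 5 genes from day 3 to day 7. The compared libraries alone gave 158, and 3 of 100 splits gave as many. With all libraries there were 2 genes without mouse 30, 33, 34, 41 or 44 and 9 without mouse 35. A candidate explanation for the EZ lists being lower at day 3 is that saline EZ libraries were raised at day 3 by the injection. Within kainate libraries, however, interferon response genes rose from day 3 to day 7 by 1.148 and microglia genes by 1.117, which argues against this as the whole cause for these lists. The argument is weak, since the kainate mice of the days overlapped for both lists (exact permutation test, p = 0.0571 and 0.114). Reactive astrocyte genes fell by 0.456 in kainate libraries (-0.456), so for that list the raised saline side may account for the increase of the effect. Days differ in mice, and this stays open.

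Saline EZ and saline PIZ were not compared in the paper. At day 3, 6 genes were higher in the saline EZ (1319 had an unadjusted p under 0.05), and with any of the 4 saline mice left out there were 0. The most significant were Hspb6 (ENSMUSG00000036854.15, chromosome 7, 30251603 to 30256218), with a log2 difference of 2.55 (SE 0.39, adjusted p = 0.00214), and Gfap (ENSMUSG00000020932.15, chromosome 11, 102778159 to 102791738), at 2.62 (SE 0.42, adjusted p = 0.00214). Without mouse 29 they were 2.22 and 2.35. Only 8 splits part the 2 libraries of all 4 mice, and the compared libraries alone gave 21 genes at day 3, 2 at day 7 and 0 at day 14 (1060 at an unadjusted p under 0.05). As many were given by 1 of 8 splits at day 3 and 1 of 8 at day 7. At day 14, 8 of 8 reach 0 whatever the data. With only 8 splits this test cannot tell chance from a difference. In the model with mouse as a block, 13 genes were higher in the saline EZ at day 3. The reactive astrocyte list was higher in the saline EZ by a median of 1.430 at day 3 and by 0.32 and 0.21 at days 7 and 14, which is consistent with a reaction to the injection track. Within saline EZ libraries the list changed from day 3 to day 7 by a median of -1.12 (fry, adjusted p = 0.0667). Other differences between the injected and the opposite side stay open.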

How the results depend on the processing

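The correction for GC content and gene length was the 1 alternative here that was chosen after the results were seen. Where no reason is given for a change, the cause was not tested. Of the numbers of DEG for 15 comparisons under alternatives other than leaving out a mouse, 99 values were within 1.5 times the reported number and 63 were not. The reported numbers of DEG in the EZ at days 3 and 7 moved by more than 1.5 times only where fewer libraries were modeled or the test asked for more than a fold change of 1.5. Library-size scaling moved the median log2 fold change of all genes in the EZ at day 3 from 0.03 to 0.16. Counts of upregulated and downregulated DEG were shifted by this scaling, and at that day they were 4233 and 1313.

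With DESeq2, the number of DEG in the PIZ was 193 at day 7 and 9 at day 14. The difference between the regions gave 95 genes at day 3 and 2 at day 14. For the change from day 3 to day 7 it gave 101 genes in the EZ and 31 in the PIZ, and for day 7 to day 14 in the EZ it gave 771. Saline EZ against saline PIZ gave 24 genes at day 3 and 1 at day 7. The overlap of EZ and PIZ was 158 at day 7 and 4 at day 14, that of PIZ days 3 and 7 was 148, and 3 Wnt genes of Table S6 were DEG in the EZ at day 14.

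With limma-voom and quality weights, the EZ had 58 DEG at day 14, and the PIZ had 822 at day 7 and 96 at day 14. The regions differed for 1879 genes at day 3 and 5126 at day 7. The change between days gave 1225 genes (EZ, day 3 to 7), 6301 (EZ, day 7 to 14) and 141 (PIZ, day 3 to 7), and saline EZ against PIZ at day 3 gave 99. The overlaps were 2328 for EZ and PIZ at day 3, 707 at day 7, 22 at day 14, and 650 for PIZ days 3 and 7. Of the upregulated EZ genes of day 14, 29 were upregulated earlier. Wnt genes past the thresholds numbered 0 in the EZ at day 14 (15 at an unadjusted p under 0.05 in edgeR), 11 in the PIZ at day 3 and 1 at day 7. The quality weight of the EZ library of mouse 27 was 0.0856, the lowest of the 48.

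A model of only the compared libraries leaves fewer samples to estimate the spread. It gave 3847 DEG in the EZ at day 7 and 0 at day 14. At day 14, 1665 EZ genes had an unadjusted p under 0.05 in this model, and 3848 with all libraries. The PIZ had 154 DEG at day 7. The regions differed for 0 genes at day 3 (4515 unadjusted in this model) and 1159 at day 7. The changes between days gave 3 (EZ, day 3 to 7), 0 (EZ, day 7 to 14, with 4267 unadjusted in this model) and 158 (PIZ). Saline EZ against PIZ gave 21 genes at day 3 and 2 at day 7. Overlaps were 2762 (EZ days 3 and 7), 122 (regions, day 7), 0 (regions, day 14), 130 (PIZ days 3 and 7) and 0 (EZ day 14 with earlier days). Wnt genes numbered 17 in the EZ at day 7, 0 at day 14 and 7 in the PIZ at day 3. With the 24 libraries of a region, the EZ had 1 DEG at day 14 and the PIZ had 591 at day 7 and 15 at day 14. The overlaps were then 533 (regions, day 7), 0 (regions, day 14), 509 (PIZ days 3 and 7) and 1 (EZ day 14 with earlier days), and Wnt genes numbered 0 (EZ, day 14) and 8 (PIZ, day 3).

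Scaling by library size gave 95 genes for the change from day 7 to day 14 in the EZ, and overlaps of 53 (regions, day 7) and 46 (PIZ days 3 and 7). Without the filter for low counts, 4 genes passed for the change from day 7 to day 14. With at least 10 counts in every library, fewer genes were tested, and 304 were DEG in the EZ at day 14, 295 of them upregulated earlier. That filter gave 97 genes for the change from day 7 to day 14, 3 for saline EZ against PIZ at day 3 and 0 Wnt genes in the EZ at day 14. RLE size factors moved none of these numbers by more than 1.5 times.

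At an adjusted p under 0.05, the number of DEG was 1030 in the EZ at day 14 and 2818, 229 and 6 in the PIZ at days 3, 7 and 14. The regions differed for 127 and 4387 genes at days 3 and 7. Between days, 104 (EZ, day 3 to 7), 2378 (EZ, day 7 to 14) and 16 (PIZ) genes changed, and 11 differed for saline EZ against PIZ at day 3. Overlaps were 193 (regions, day 7), 3 (regions, day 14), 175 (PIZ days 3 and 7) and 981 (EZ day 14 with earlier days), and Wnt genes numbered 4 (EZ, day 14) and 7 (PIZ, day 3).

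The glmTreat test against a fold change of 1.5 asks for more than the reported test. It gave 2242, 3448 and 137 DEG in the EZ and 601, 4 and 0 in the PIZ at days 3, 7 and 14, where 1277 PIZ genes had an unadjusted p under 0.05 at day 14 in the reported test. For the regions it gave 3 genes at day 3 and 0 at day 7 (8594 unadjusted), for the days 1 (EZ, day 3 to 7), 1 (EZ, day 7 to 14) and 0 (PIZ, 2270 unadjusted), and for saline EZ against PIZ at day 3 it gave 0 (1319 unadjusted). Overlaps were 1781 (EZ days 3 and 7), 466 (regions, day 3), 2 (regions, day 7), 0 (regions, day 14), 3 (PIZ days 3 and 7) and 137 (EZ day 14 with earlier days). Wnt genes numbered 10 and 16 in the EZ at days 3 and 7, 0 at day 14 and 0 in the PIZ at day 3 (26 unadjusted).

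With mouse as a block, the regions differed for 38 genes at day 3, and saline EZ against PIZ at day 3 gave 13. It was run for these 2 comparisons at days 3, 7 and 14, and the other 4 numbers moved by no more than 1.5 times. After the correction for GC content and gene length, the PIZ had 21 DEG at day 7 and 1 at day 14, the change from day 3 to day 7 in the PIZ gave 3 genes, and the overlaps with PIZ day 7 were 16 (EZ day 7) and 15 (PIZ day 3).

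Leaving out 1 mouse at a time, the EZ had from 3921 (without mouse 38) to 5962 DEG (without 44) at day 3 and from 7 (without 27) to 893 (without 36) at day 14. The PIZ had from 7 (without 33) to 76 (without 21) at day 7. The regions differed for 2 (without 29) to 208 genes (without 44) at day 3 and 1 (without 21) to 3752 (without 23) at day 7. The changes between days ranged from 8 (without 20) to 83 (without 23) for EZ day 3 to 7, from 1 (without 89) to 4087 (without 27) for EZ day 7 to 14, and from 2 (without 30) to 9 (without 35) in the PIZ. Saline EZ against PIZ at day 3 gave 0 without mouse 29, as without each of the other 3. Overlaps ranged from 5 (without 33) to 59 (without 21) between the regions at day 7, from 0 (without 27) to 1 (without 36) at day 14, from 6 (without 33) to 57 (without 21) between PIZ days 3 and 7, and from 7 (without 27) to 864 (without 36) for EZ day 14 with earlier days. Wnt genes in the EZ at day 14 ranged from 0 (without 27) to 4 (without 14). Of these fits, 60 gave a number of DEG within 1.5 times the reported one and 72 did not.

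For the gene lists, camera with the inter-gene correlation estimated from the data kept no call. The interferon response, antigen presentation and inflammatory response lists had an adjusted p of 0.489 in the EZ at all 3 days and in the PIZ at day 3, as had the first 2 in the PIZ at day 7. The inflammatory response had 0.534 in the PIZ at day 7, and 0.0802 under fry. In the PIZ at day 14, interferon response had 0.815 and antigen presentation 0.657, with 0.62 and 0.373 under fry. For the change from day 3 to day 7 in the EZ, interferon response, antigen presentation and inflammatory response had 0.531, 0.586 and 0.704, and 0.167, 0.271 and 0.398 under fry. Why these calls were lost with the estimated correlation was not tested. Leaving out 1 mouse moved the adjusted p of interferon response in the PIZ at day 14 from 0.00172 (without 14) to 0.764 (without 27), and of antigen presentation from 2.13e-05 (without 14) to 0.214 (without 27). For the inflammatory response change from day 3 to day 7 in the EZ it ranged from 0.000761 (without 18) to 0.134 (without 29). In the other fits these lists kept their side of the threshold, 58 times under other alternatives and 186 times without a mouse.

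The direction of a gene list reversed 49 times under other alternatives and 175 times on leaving out a mouse, and the interferon response, antigen presentation and inflammatory response lists were not among these at the 6 comparisons of kainate and saline or for the change from day 3 to day 7 in the EZ. Past the threshold in the reported test was 1 of these results, the synapse list (adjusted p = 0.0386), and 3 passed it after the reversal. Under fry, canonical Wnt genes moved upward in the EZ at day 3 (adjusted p = 0.0183) and day 7 (adjusted p = 0.0101), as did the Reactome pathway Signaling by WNT at day 7 (adjusted p = 0.0121). For the synapse list, the change from day 3 to day 7 in the EZ had an adjusted p from 2.22e-05 (without 23) to 0.838 (without 35), and its direction reversed without mouse 21 (adjusted p = 0.626). The log2 fold change of Ctnnb1 in the PIZ at day 3 was -0.005 with DESeq2, -0.005 with RLE size factors, -0.011 without the filter, and from -0.026 (without 30) to 0.036 (without 42). Among other lists and pathways, 207 results lost and 25 gained a call under the alternatives. Of the named genes, 88 calls were lost and 11 gained under alternatives, and 90 were lost and 3 gained on leaving out a mouse. The number of upregulated genes among the top 50 stayed within 1.5 times under 14 alternatives. For choices on 2 kainate-injected and 2 saline-injected mice this holds for the median, since single choices gave 15 to 50. The change of the top 50 genes from day 3 to day 7 depended on the choice of genes. The mean signed change per library moved by less than the spread between mice under 2 scalings.

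The other reversals under alternatives are given with their adjusted p. Homeostatic astrocyte (0.771), choroid plexus (0.729) and non-canonical Wnt (0.821) reversed in the EZ at day 3 under fry. Wnt feedback (0.729), Table S6 Wnt (0.831), canonical Wnt (0.632) and Reactome TCF dependent WNT signaling (0.818) reversed in the EZ at day 14 under fry. Oligodendrocyte (0.888), endothelium (0.821), thalamus (0.729), Table S6 Wnt (0.601), canonical Wnt (0.485), Wnt ligand (0.896) and earlier study Wnt (0.779) reversed in the PIZ at day 3 under fry. CA1 pyramidal (0.987), Table S6 Wnt (0.592), canonical Wnt (0.59), Wnt ligand (0.988), Reactome Signaling by WNT (0.224) and Reactome beta-catenin independent WNT signaling (0.888) reversed in the PIZ at day 7 under fry. Proliferation (0.915), immediate early (0.915), canonical Wnt (0.771), Reactome Signaling by WNT (0.928), Reactome TCF dependent WNT signaling (0.656) and Reactome beta-catenin independent WNT signaling (0.771) reversed for day 3 to 7 in the EZ under fry. Choroid plexus (0.952) reversed for day 7 to 14 in the EZ under fry. Thalamus (0.771), Wnt feedback (0.966) and Wnt ligand (0.977) reversed for day 3 to 7 in the PIZ under fry. Choroid plexus (0.986) reversed in the EZ at day 3 with RLE size factors. Earlier study Wnt (0.986) and Reactome TCF dependent WNT signaling (0.97) reversed in the PIZ at day 14 with RLE size factors. Choroid plexus (0.976) reversed for day 7 to 14 in the EZ with RLE size factors. Non-canonical Wnt (0.884) reversed in the EZ at day 3 with scaling by library size. Thalamus (0.931) and Reactome Signaling by WNT (0.882) reversed in the EZ at day 7 with scaling by library size. Immature neuron (0.929) and meninges and fibroblast (0.928) reversed in the EZ at day 14 with scaling by library size. Choroid plexus (0.815) reversed in the PIZ at day 3 with scaling by library size. Earlier study Wnt (0.855), Reactome Signaling by WNT (0.694) and Reactome beta-catenin independent WNT signaling (0.986) reversed in the PIZ at day 7 with scaling by library size. Proliferation (0.926) and immediate early (0.86) reversed for day 3 to 7 in the EZ with scaling by library size. Wnt ligand (0.995) reversed for day 3 to 7 in the PIZ with scaling by library size.

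The lists that reversed on leaving out a mouse had these lowest and highest adjusted p. Choroid plexus genes had 0.849 (without 38) to 0.995 (without 42) in the EZ at day 3 and 0.697 (without 89) to 0.99 (without 21) in the EZ at day 7. Choroid plexus also had 0.477 (without 40) to 0.998 (without 14) in the EZ at day 14 and 0.756 (without 18) to 0.978 (without 37) in the PIZ at day 3. Further values were 0.493 (without 89) to 0.985 (without 34) for day 3 to 7 in the EZ and 0.786 (without 89) to 0.999 (without 28) for day 7 to 14 in the EZ. The last was 0.559 (without 18) to 0.994 (without 44) for the regions at day 3. Canonical Wnt genes had 0.875 (without 18) to 0.996 (without 37) in the EZ at day 3 and 0.539 (without 36) to 0.971 (without 14) in the PIZ at day 14. Canonical Wnt also had 0.843 (without 21) to 0.978 (without 23) for day 3 to 7 in the EZ and 0.738 (without 36) to 0.999 (without 26) for day 7 to 14 in the EZ. Non-canonical Wnt genes had 0.882 (without 44) to 0.993 (without 42) in the EZ at day 3. Reactome Signaling by WNT had 0.54 (without 44) to 0.989 (without 30) in the EZ at day 3 and 0.875 (without 23) to 0.993 (without 35) in the EZ at day 7. Reactome Signaling by WNT also had 0.251 (without 23) to 0.937 (without 26) in the PIZ at day 7. Thalamus genes had 0.913 (without 23) to 0.993 (without 89) in the EZ at day 7 and 0.756 (without 18) to 0.938 (without 38) in the PIZ at day 3. Thalamus also had 0.6 (without 26) to 0.989 (without 89) in the PIZ at day 7 and 0.637 (without 23) to 0.992 (without 20) for day 3 to 7 in the PIZ. Further values were 0.388 (without 38) to 0.988 (without 44) for the regions at day 3. Homeostatic astrocyte genes had 0.419 (without 36) to 0.931 (without 27) in the EZ at day 14. Endothelium genes had 0.0728 (without 27) to 0.961 (without 24) in the EZ at day 14 and 0.589 (without 44) to 0.999 (without 37) in the PIZ at day 3. Endothelium also had 0.0874 (without 38) to 0.984 (without 41) for day 3 to 7 in the EZ. Immature neuron genes had 0.000815 (without 27) to 0.978 (without 24) in the EZ at day 14. Meninges and fibroblast genes had 0.0921 (without 27) to 0.976 (without 40) in the EZ at day 14 and 0.143 (without 36) to 0.978 (without 31) in the PIZ at day 14. CA3 pyramidal genes had 0.401 (without 27) to 0.946 (without 28) in the EZ at day 14 and 0.444 (without 20) to 0.903 (without 34) in the PIZ at day 7. CA3 pyramidal also had 0.596 (without 21) to 0.955 (without 34) for day 3 to 7 in the EZ and 0.43 (without 29) to 0.996 (without 23) for day 3 to 7 in the PIZ. Blood genes had 0.368 (without 24) to 0.888 (without 36) in the EZ at day 14 and 0.129 (without 36) to 0.969 (without 24) in the PIZ at day 14. Blood also had 0.0936 (without 30) to 0.999 (without 20) for day 3 to 7 in the EZ. Wnt feedback genes had 0.657 (without 24) to 0.942 (without 28) in the EZ at day 14 and 0.656 (without 40) to 0.965 (without 28) in the PIZ at day 14. Wnt feedback also had 0.695 (without 37) to 0.998 (without 42) for day 3 to 7 in the PIZ. Frizzled genes had 0.158 (without 14) to 0.639 (without 24) in the EZ at day 14 and 0.637 (without 23) to 0.97 (without 21) for day 3 to 7 in the PIZ. Earlier study Wnt genes had 0.63 (without 40) to 0.892 (without 24) in the EZ at day 14 and 0.797 (without 35) to 0.971 (without 26) in the PIZ at day 7. Earlier study Wnt also had 0.572 (without 27) to 0.988 (without 40) in the PIZ at day 14. Reactome beta-catenin independent WNT signaling had 0.496 (without 27) to 0.831 (without 31) in the EZ at day 14 and 0.00819 (without 23) to 0.988 (without 35) in the PIZ at day 7. Reactome beta-catenin independent WNT signaling also had 0.0392 (without 44) to 0.982 (without 38) for day 3 to 7 in the EZ and 0.0169 (without 89) to 0.993 (without 23) for day 3 to 7 in the PIZ. Oligodendrocyte genes had 0.687 (without 42) to 0.963 (without 44) in the PIZ at day 3 and 0.0189 (without 21) to 0.949 (without 23) for day 7 to 14 in the EZ. Wnt ligand genes had 0.815 (without 44) to 0.989 (without 30) in the PIZ at day 3 and 0.785 (without 89) to 0.999 (without 20) in the PIZ at day 7. Wnt ligand also had 0.755 (without 38) to 0.991 (without 20) for day 3 to 7 in the PIZ. CA1 pyramidal genes had 0.103 (without 34) to 0.988 (without 35) in the PIZ at day 7 and 0.455 (without 24) to 0.965 (without 28) in the PIZ at day 14. CA1 pyramidal also had 0.0919 (without 44) to 1 (without 37) for day 3 to 7 in the EZ. Reactome TCF dependent WNT signaling had 0.419 (without 23) to 0.997 (without 34) in the PIZ at day 7 and 0.738 (without 14) to 0.984 (without 28) in the PIZ at day 14. Adhesion and migration genes had 0.389 (without 14) to 0.966 (without 31) in the PIZ at day 14. TGF-beta genes had 0.392 (without 28) to 0.964 (without 39) in the PIZ at day 14. Proliferation genes had 0.0406 (without 21) to 0.969 (without 42) for day 3 to 7 in the EZ. Synapse genes had 2.22e-05 (without 23) to 0.838 (without 35) for day 3 to 7 in the EZ. Granule cell genes had 0.106 (without 23) to 0.907 (without 35) for day 3 to 7 in the EZ and 0.232 (without 26) to 0.986 (without 35) for day 7 to 14 in the EZ. Immediate early genes had 0.0408 (without 44) to 1 (without 29) for day 3 to 7 in the EZ. Interferon response genes had 0.09 (without 35) to 0.999 (without 20) for day 3 to 7 in the PIZ. Reactive astrocyte genes had 0.176 (without 38) to 0.979 (without 44) for the regions at day 3.

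Depth limited few of these results. With all libraries thinned to 17762656 counts, the EZ had 5040 DEG at day 3 and 459 at day 14, and the PIZ had 1729 at day 3 and 3 at day 14.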

Differences from the paper's values

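No test in this part was chosen after the results were seen.

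In the text, the paper gives 3 upregulated genes shared by EZ and PIZ at day 14, against 1 here. Of the alternatives set before the data were examined, DESeq2 (2), limma-voom (4) and an adjusted p under 0.05 (2) came within 1.5 times, and the others did not. For Btrc in the EZ at day 3 the paper's text gives a fold change of 1.42 and the value here was -1.402, and no alternative closed this gap. The paper's words list the gene as downregulated, without a minus sign on the number. Table S6 of the paper gives a log2 fold change of -0.506 for the same gene, on the side of the value here.

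For the PIZ at day 7 the paper shows about 170 upregulated genes in Fig. 2B, read by eye, against 32 here. The paper's value was reached by DESeq2 (159), a model of only the compared groups (124) and an adjusted p under 0.05 (182). It shows about 39 downregulated genes in Fig. 2B, read by eye, against 11 here, and DESeq2 (34), only the compared groups (30) and an adjusted p under 0.05 (47) closed that gap. In the EZ it shows about 12 genes downregulated at all 3 days in Fig. 2A, read by eye, against 4 here. DESeq2 gave 10, limma-voom 16, and leaving out mouse 36 or mouse 40 gave 8 and 13, within 1.5 times.

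From Table S5 of the paper, 19 genes were downregulated in the EZ at day 14, against 8 here, with DESeq2 (16), limma-voom (24) and the fit without mouse 36 (13) within 1.5 times. For the PIZ at day 14, the table gives 9 upregulated genes, against 2 here, with DESeq2 at 6 and only the libraries of the region at 9. It gives 6 downregulated PIZ genes, against 1 here, and only the libraries of the region gave 6. The paper has 3 downregulated genes shared by the regions at day 14 and there were 0 here (1277 PIZ genes and 3848 EZ genes had an unadjusted p under 0.05), where DESeq2 gave 2. In all of these the remaining alternatives did not close the gap. In Table S6 of the paper 2 genes pass the thresholds in the EZ at day 14 and 1 did here, with DESeq2 (3) and the fits without mouse 36 (3) or mouse 40 (2) differing less. For Ctnnb1 in the PIZ at day 3, the paper's Table S6 gives a log2 fold change of -0.00744 and the value here was 0.010. The sign matched with DESeq2 (-0.005), RLE size factors (-0.005), no filter (-0.011) and without mice 38 (-0.002), 30 (-0.026), 29 (-0.000) or 41 (-0.018), and not with the others.

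Some statements of the paper differ from the values here without a number of the paper to set beside them. In its discussion the paper states that CaMK genes rose, whereas 8 of the 11 were downregulated in the EZ at day 3. Its results section also gives CaMKII as downregulated there. The discussion also states that Wnt signaling was back to baseline by day 7, whereas 33 genes of Table S6 were DEG in the EZ then. In the PIZ, 0 of the 55 genes were DEG at day 7. The paper's results section likewise places canonical Wnt gene changes in the EZ at days 3 and 7. It also reports that active beta-catenin protein, which RNA does not measure, diminished after day 3. The discussion states from gene ontology terms that immune representation began later in the EZ, whereas all 23 interferon response genes were DEG there at day 3.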

Other observations

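The tests of tissue carried over in the dissection, apart from the first for the CA1 list, and of the share of neurons were chosen after the results were seen.

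The numbers of DEG were set against other splits of the same mice, in models of the compared libraries alone. The EZ then had 4625 DEG at day 3 and 3847 at day 7, and the PIZ 2284 and 154, and 1 of 35 splits each gave as many, the real one. The PIZ at day 14 had 3, and 2 of 35 splits gave as many. For the camera p of the interferon response, inflammatory response and antigen presentation lists, the splits as strong as the real one numbered 1, 1 and 1 of 35 in the EZ at day 3 and 3, 1 and 1 at day 7. In the PIZ they were 4, 1 and 1 at day 3, 1, 4 and 1 at day 7, and 18, 16 and 13 at day 14. The camera p thus does not set the interferon response in the EZ at day 7 and in the PIZ at day 3, or the inflammatory response in the PIZ at day 7, apart from other splits.

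After the correction for GC content and gene length, 4960 genes were DEG in the EZ at day 3 and 6744 at day 7, which argues against such a bias as the cause of these numbers. The genes chosen as the 50 with the smallest p at day 7 kept 65.9% of their change at day 3, and those chosen at day 3 kept 70.6% at day 7. The smaller change of the top 50 genes at day 7 may thus come from their choice on day 3 values. A true fall stays open.

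Tissue next to the dentate gyrus was tested as a source of the EZ differences at day 3 with lists written beforehand. The 5 most abundant genes of each list gave medians at day 3 of -0.020 for thalamus, -0.333 for choroid plexus and 0.473 for meninges. For thalamus they were Ntng1, Amotl1, Prkcd, Rora and Plekhg1, with log2 fold changes of -0.02, 1.65, -0.02, -0.65 and -0.11. For meninges they were Igf2, Bgn, Islr, Slc6a20a and Dcn, with -0.20, 3.15, 0.23, 0.47 and 2.31. Tissue carried over brings all its abundant transcripts, so these values argue against thalamus, choroid plexus or meninges as the source at day 3. At day 7 the same 5 meninges genes were all higher, with log2 fold changes of 1.45, 3.94, 1.14, 0.21 and 2.23, and meninges stay open there. The day 7 medians were 0.22 for thalamus and -0.09 for choroid plexus. The whole meninges and fibroblast list had a median of 1.53 (adjusted p = 0.0095), and the choroid plexus list, 9 of 14 genes tested, -0.21 (adjusted p = 0.985). The CA1 pyramidal list fell by 1.817 at day 3 (-1.817, adjusted p = 0.00183) and the CA3 pyramidal list by 1.09 (adjusted p = 0.00937). Their most abundant genes were Mpped1 (ENSMUSG00000041708.13, chromosome 15, 83656262 to 83742695), at -2.63 (SE 0.68, adjusted p = 0.00172), Wfs1 (ENSMUSG00000039474.14, chromosome 5, 37106176 to 37153872), at -1.24 (SE 0.43, adjusted p = 0.0175), Nptx1 (ENSMUSG00000025582.5, chromosome 11, 119428472 to 119438585), at -0.72 (SE 0.31, adjusted p = 0.0546), and Bok (ENSMUSG00000026278.15, chromosome 1, 93613193 to 93623498), at -0.39 (SE 0.33, adjusted p = 0.345). Pyramidal layer carried over in unequal amounts could give this, and so could the loss of CA1 neurons after kainate, which was not tested. Other most abundant genes were Ntng1 (ENSMUSG00000059857.16, chromosome 3, 109687356 to 110051327), at -0.02 (SE 0.28, adjusted p = 0.961), Amotl1 (ENSMUSG00000013076.18, chromosome 9, 14453262 to 14556352), at 1.65 (SE 0.21, adjusted p = 2.75e-07), Enpp2 (ENSMUSG00000022425.17, chromosome 15, 54701324 to 54816288), at -0.33 (SE 0.24, adjusted p = 0.264), Kl (ENSMUSG00000058488.8, chromosome 5, 150876072 to 150917284), at -1.50 (SE 0.39, adjusted p = 0.00147), Igf2 (ENSMUSG00000048583.17, chromosome 7, 142204503 to 142220694), at -0.20 (SE 0.35, adjusted p = 0.67), and Bgn (ENSMUSG00000031375.18, chromosome X, 72527208 to 72539541), at 3.15 (SE 0.49, adjusted p = 3.09e-06).

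Cell type lists moved apart in the EZ at day 3. Microglia genes had a median of 1.70 (adjusted p = 3.03e-05), reactive astrocyte genes 2.95 (adjusted p = 5.39e-09) and endothelium genes 0.61 (adjusted p = 0.0125, and 0.0667 without mouse 38). Homeostatic astrocyte genes had 0.12 (adjusted p = 0.898) and oligodendrocyte genes -0.185 (adjusted p = 0.517). A lower share of neurons would raise all other types alike, and the oligodendrocyte value argues against that as the whole cause. A change within microglia and astrocytes, or in their numbers, stays open. Csf1r (ENSMUSG00000024621.17, chromosome 18, 61229714 to 61266535) had 0.95 (SE 0.29, adjusted p = 0.00742), Serpina3n (ENSMUSG00000021091.9, chromosome 12, 104372810 to 104380597) had 2.87 (SE 0.48, adjusted p = 9.76e-06) and Gfap had 1.28 (SE 0.40, adjusted p = 0.0079). Slc1a2 (ENSMUSG00000005089.16, chromosome 2, 102488574 to 102621129) had -0.95 (SE 0.14, adjusted p = 2.10e-06) and Mbp (ENSMUSG00000041607.18, chromosome 18, 82493207 to 82603763) had -0.16 (SE 0.28, adjusted p = 0.66). Slc2a1 (ENSMUSG00000028645.12, chromosome 4, 118965908 to 118996365) had 0.68 (SE 0.19, adjusted p = 0.00382) and Flt1 (ENSMUSG00000029648.14, chromosome 5, 147498414 to 147662826) had -0.16 (SE 0.11, adjusted p = 0.235).

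The remaining lists are given as values. With the inter-gene correlation estimated from the data, none of the camera calls in this part remained. In the EZ at day 3, immediate early genes had a median of 1.94 (adjusted p = 0.000141), NF-kB genes 0.81 (adjusted p = 0.000166) and TGF-beta genes 0.89 (adjusted p = 0.00142). Thalamus genes as a list, 12 of 13 tested, had -0.02 (adjusted p = 0.77), blood genes -0.24 (adjusted p = 0.602) and immature neuron genes -0.19 (adjusted p = 0.289). In the PIZ, immature neuron genes had 0.69 at day 7 (adjusted p = 1.37e-06) and 0.76 at day 14 (adjusted p = 2.06e-08). Egr3 (ENSMUSG00000033730.5, chromosome 14, 70314350 to 70320063) had 0.84 (SE 0.25, adjusted p = 0.00542), Homer1 (ENSMUSG00000007617.19, chromosome 13, 93436143 to 93541637) had 0.74 (SE 0.41, adjusted p = 0.127), Smad3 (ENSMUSG00000032402.13, chromosome 9, 63554049 to 63665476) had 0.27 (SE 0.21, adjusted p = 0.32) and Skil (ENSMUSG00000027660.17, chromosome 3, 31148816 to 31176740) had 0.36 (SE 0.26, adjusted p = 0.253). Ikbkb (ENSMUSG00000031537.16, chromosome 8, 23148709 to 23196607) had -0.00 (SE 0.08, adjusted p = 0.977), Ikbkg (ENSMUSG00000004221.17, chromosome X, 73436216 to 73500393) had -0.03 (SE 0.07, adjusted p = 0.77), Tubb3 (ENSMUSG00000062380.5, chromosome 8, 124138163 to 124150092) had -0.41 (SE 0.14, adjusted p = 0.0172) and Stmn1 (ENSMUSG00000028832.12, chromosome 4, 134195021 to 134201882) had 0.07 (SE 0.14, adjusted p = 0.706). Hbb-bs (ENSMUSG00000052305.7, chromosome 7, 103475730 to 103482989) had -0.25 (SE 0.25, adjusted p = 0.424) and Hba-a1 (ENSMUSG00000069919.8, chromosome 11, 32233186 to 32234504) had 0.07 (SE 0.24, adjusted p = 0.826), and reads of these globin genes can be counted on their close relatives.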
